# Comparison of Drought Stress Response and Gene Expression between a GM Maize Variety and a Near-Isogenic Non-GM Variety

**DOI:** 10.1371/journal.pone.0117073

**Published:** 2015-02-18

**Authors:** Mariolina Gullì, Elisabetta Salvatori, Lina Fusaro, Claudia Pellacani, Fausto Manes, Nelson Marmiroli

## Abstract

Maize MON810, grown and commercialised worldwide, is the only cultivated GM event in the EU. Maize MON810, variety DKC6575, and the corresponding near-isogenic line Tietar were studied in different growth conditions, to compare their behaviour in response to drought. Main photosynthetic parameters were significantly affected by drought stress in both GM and non-GM varieties to a similar extent. Though DKC6575 (GM) had a greater sensitivity in the early phase of stress response as compared with Tietar (non-GM), after six days of stress they behaved similarly, and both varieties recovered from stress damage. Profiling gene expression in water deficit regimes and in a generalised drought stress condition showed an up-regulation of many stress-responsive genes, but a greater number of differentially expressed genes was observed in Tietar, with genes belonging to transcription factor families and genes encoding heat shock proteins, late embryogenesis abundant proteins and detoxification enzymes. Since induction of these genes have been indicated from the literature as typical of stress responses, their activation in Tietar rather than in DKC6575 may be reminiscent of a more efficient response to drought. DKC6575 was also analysed for the expression of the transgene *CryIAb* (encoding the delta-endotoxin insecticidal protein) in water deficit conditions. In all the experiments, the *CryIAb* transcript was not influenced by drought stress, but was expressed at a constant level. This suggests that though possessing a different pattern of sensitivity to stress, the GM variety maintains the same expression level for the transgene.

## Introduction

Environmental sustainability and competitiveness in the production of commodities and in the economical evaluation of inputs and outputs, are among the main challenges of modern agriculture. A case is the extreme exploitation of water resources, which involves a trade-off between economic development and sustainability. Particular attention for water saving in agriculture is certainly needed because of: i) its increasing demand for human consumption; ii) its increasing use for industry; iii) the need to protect water stocks and to maintain the aquatic environments.

Maize culture is strategic both for human and animal nutrition, as well as for the industrial production of starch, oil, and bio-fuels. Over the past decade its demand as livestock feed has grown tremendously due to the rapid economic growth in Asia, the Middle East and Latin America [1], but increased also its demand as an industrial raw material due to its use in bio-ethanol programmes. For these reasons maize is referred to as a commodity for FFP (Food, Feed and Processing).

The maize growth cycle is restricted to spring and summer, and characterized by a high water demand. It has been calculated that 1 ha of maize uses up to 10 million m^3^ of water. Although varieties with a better environmental adaptability have been produced, and there are examples of maize cropped under deficit irrigation or even in rainfed conditions, the mainstream in maize cultivation still follows the rule of intense watering. Therefore, any reduction of water availability, together with exacerbation of other abiotic and biotic stresses that may occur as a consequence of climate changes, could affect negatively maize growth and its productivity [2]. This risk is particularly high in Southern Europe and in all the Mediterranean regions, where climate variability and extreme events are expected to increase [3].

The development of an improved maize germplasm through engineered modifications (GM maize) have the potential to offset some of the predicted climate change-related crop yield losses. In particular, a higher stress tolerance and a lower water demand are common claims both for commercial hybrids and for their GM varieties that have been positively evaluated within the European Commission (Commission Regulation EC 258/97; EC 50/2000; EC 1829/2003; EC 1830/2003, reviewed in [4]), and released for cultivation within the EU: Bt-176, MON810, Bt-11, GA21.

Among these, MON 810 (Fig. 1), which bears resistance to European corn borer, is the most cultivated GM event in the EU. It contains a stable, genome-integrated plant expression cassette comprised of the cauliflower mosaic virus 35S promoter and HSP70 maize intron sequence, driving the expression of a synthetic *CryIAb* gene. The 3′ truncated *CryIAb* gene codes for a delta-endotoxin that acts as a potent and highly specific insecticide [5]. Expression of the genes introduced by genetic modification has been sufficiently analysed and the stability of the genetic transformation has been demonstrated over several generations [6].

**Fig 1:**
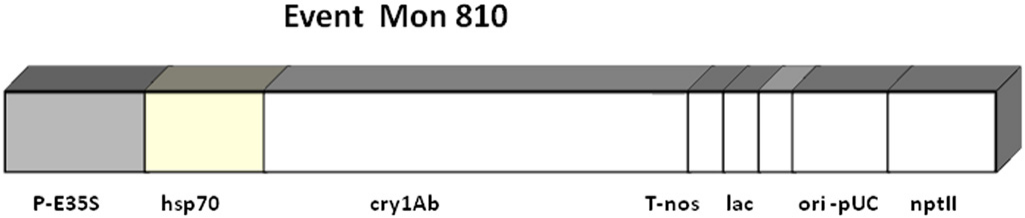
Schematic representation of the *Cry1Ab* transgene cassette, used in the making of MON810.

Within the EU the notification procedure for realising transgenic plants for cultivation and for FFP requires information regarding the molecular characteristics of the transgene, and its behaviour in several trials and in different environments. However, little or no information is available on the stress level present in the testing environments though it would be very interesting to know the behaviour of the transgene in defined and measurable stress condition. It is known that GM plants can differ from their isogenic plants in several agronomic and ecophysiological traits from their isogenic plants, since the introduction of transgenes may cause unintended effects [7]. In fact environmental stress could, in their turn, modify gene expression in general, including the transgene expression [8]. In the case of maize, water stress would certainly be the most relevant environmental parameter.

Interplay has recently been demonstrated of water and insect stress with plant injury, including fungal inoculation, and yield, and their interactions with Bt transgenes. The relevance of knowing more of these interactions when considering strategies for Bt cultivation under water stress is paramount [9].

The aim of the present study was to assess the effect of water deficit on physiological parameters, on the global transcriptional pattern, and on *CryIAb* gene expression in the GM maize variety DKC6575, compared with its near-isogenic non-GM Tietar. In particular, the following hypotheses were tested: i) the GM and the non-GM variety do not differ in their drought stress response, both at the ecophysiological and molecular levels; ii) the expression of the Bt transgene in water limiting conditions is not affected by water availability. The abovementioned hypotheses were analysed both in the field and in controlled growth chamber conditions.

## Materials and Methods

### Ethics statement

No animal trial was conducted. All experiments were performed in laboratories at the University of Parma and at Sapienza University of Rome. The experimentation was planned within the national project PRIN 2006 and was performed in a private and confined field. The competent authorities were informed about the measures of containment and of disposal adopted. Plants were grown at the University of Parma and in a closed “walk-in” chamber at Sapienza University of Rome, and all plant material residues and soil were destroyed after the study was finished.

### Plant material and plant growth conditions

Maize (*Zea mays* L.) seeds of commercial variety of the YieldGard MON810 event DK6575 (Monsanto), and the near-isogenic Tietar, were obtained from Spanish purchasers. Seeds of DKC6575 were tested for the presence of the transgene using an event-specific real-time PCR, and using as a positive comparator certified reference material from IRMM (Institute of Reference Materials and Measurements, Geel, Belgium). Genomic DNA from seeds of Tietar was analysed with the same event-specific test, giving no amplification by real-time PCR (data not shown).

Field experiment

Seeds of Tietar and DKC6575 were grown in an authorized and totally segregated field in Parma (Italy) 44.80°N 10.32°E, with a typical continental climate; the soil type in this area is coarse-loamy, mixed, calcareous. The field under study was divided into three 40 m^2^ plots, 3 rows wide (row spacing 0.60 m) and 24 m long. Seeds were sown at a density of 80,000 plants/ha and were treated following standard agricultural practices. Each plot was fully irrigated until plants reached the vegetative six-leaf (V6) stage; from V6 to harvest they were irrigated differently to apply a drought stress: plot 1 was irrigated at 100% field capacity (control); plot 2 was irrigated at 25% field capacity (stress 1); plot 3 was not irrigated (0% field capacity, stress 2). Stress level was evaluated according to the suggestions in the web site http://maizedoctor.cimmyt.org.

Growth chamber experiment

Seeds of Tietar and of DKC6575 were grown in a closed “walk-in” chamber (2.5 m × 3.9 m × 3.0 m height) [10]. Fourteen plants for each hybrid were grown in 18 L pots, and maintained at 28/25°C (day/night), 50% relative humidity, photoperiod 14h (PAR 700 μE m^-2^s^-1^). All plants were watered daily to field capacity with a sub-irrigation system, until the complete development of the 8th-9th leaf (V8). At this stage, plants were randomly divided into four experimental sets: seven plants of each genotype were watered at 100% during the whole experiment (control set), while another seven plants of each genotype were not irrigated for six days (drought stressed set). Soil water content was monitored gravimetrically, by weighing each pot daily.

### Ecophysiological measurements

In all experiments, net photosynthesis (A, μmol CO_2_ m^-2^ s^-1^), leaf transpiration (E, mmol H_2_O m^-2^ s^-1^), stomatal conductance (g_s_, mmol H_2_O m^-2^ s^-1^) and sub-stomatal CO_2_ concentration (Ci, ppm) were simultaneously measured with a portable infrared gas analyzer (CIRAS 2, PP Systems, Amesbury, MA, USA). The ratio between substomatal and external CO_2_ concentration (Ci/Ca), as well as the water use efficiency (WUE = A/g_s_, μmol CO_2_ mmol H_2_O^-1^) were also calculated.

Chlorophyll “a” (Chl a) fluorescence was measured using the Fluorescence Monitoring System (FMSII, Hansatech, UK) instrument. The maximum quantum yield of PSII was evaluated on dark-adapted leaves as F_v_/F_m_ = (F_m_−F_0_)/F_m_) where F_0_ is the basal fluorescence, F_v_ the variable fluorescence and F_m_ is the maximum fluorescence. The effective quantum efficiency ΦPSII was evaluated as (F_m′_−F_s_)/F_m′_, where F_s_ is the steady state fluorescence and F_m′_ is the maximum fluorescence measured in the light. Photochemical (qP) and non-photochemical (qNP) quenchings were also derived [11].

Sampling scheme for field experiment

Measurements were made on plot 1 (100% field capacity, control) and plot 3 (0% field capacity, stress 2) at the silking (R1) stage, after 20 d from the beginning of the drought treatment (T2). Measurements were made in the morning from 7:00 to 13:00 GMT+1 on 4 representative individuals per treatment, randomly located in the experimental plots. Three leaves per plants were measured, as described above. At the end of the experiment, plant height was evaluated measuring the distance from the root to the last leaf, and root to ear (Fig. 2).

**Fig 2:**
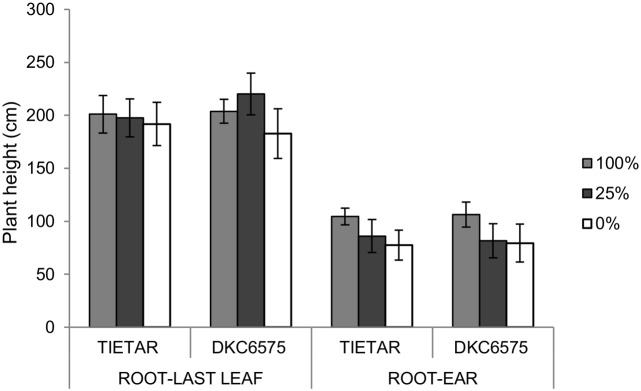
Heights (cm), measured in plants grown in the field in control conditions (100% field capacity) and in stressed conditions (25% and 0% field capacity).

Sampling scheme for growth chamber experiment

Physiological parameters were measured at full irrigation of all sets (0I, 0II) during the drought treatment (SI, SII, SIII) corresponding to 4, 5 and 6 d from the last irrigation of the drought stressed sets, and after the re-irrigation of the drought stressed sets (RI, RII corresponding to 2 and 4 d after re-irrigation). Two leaves per plants were sampled: the last developing and the first fully developed leaves from the top of the plant. At the 0I and SIII stages, the response of net photosynthesis to the variation of substomatal CO_2_ concentration (A vs Ci response curve) was measured on two plants per genotype and treatment, on the same leaves sampled for steady state gas exchanges. The A/Ci curves were constructed according to Long and Bernacchi [12]. The in vivo apparent Rubisco activity (V_c,max,_ mol m^-2^s^-1^) was derived from the angular coefficient of the linear part of the curve. The CO_2_ compensation point Γ (ppm) was also derived. Data at very low [CO_2_], that could be limited by Rubisco deactivation, were excluded from the analysis [13]. At the end of the experiment, all plants were harvested and dried at 80°C until constant weight was reached. The amount of dry biomass of leaves, stems and roots produced in each treatment was then determined by means of an electronic balance (Europe 1700, Gibertini, Italy).

### Profiling Gene Expression

Database search and primer design

Sequences of *Z*. *mays* encoding the actin binding protein (*Zmabp3*), the 18S small subunit of ribosomal RNA (*Zm18SRNA)*, dehydrin (*Zmdhn1*), and the transgene (*CryIAb*) were selected from GenBank. Specific primers and probes for quantitative Real Time Reverse Transcriptase PCR (qRT-PCR) were designed using ‘‘Primer Express 2” (Applied Biosystems, Foster City, CA) (Table 1). All primers were obtained from MWG (Ebersberg, Germany) and probes from Applied Biosystems.

**Table 1:** Primer and probe sequences utilised for the expression analysis of the target genes by qRT-PCR.

Target gene		Primer sequence*		Probe sequence*
Name	Accession n°	Forward	Reverse	
Zmdhn1	X15290	AGGAAGAAGGGAATCAAGGAGAAGA	CGTGCTGGTCGTCCTTGT	**FAM**-CTCCGGGCAGCTTC-**MGB-NFQ**
Cry1Ab	AM750006.1	TGCCTCGACGAGAAGAAGGA	CTGAGACGCTTGGCATGCT	**VIC**-CTGTCCGAGAAGGTG-**MGB-NFQ**
Zm18S rRNA	AF168884	CCGGCGACGCATCATT	GGCCCCTATATCCTACCATCGA	**FAM**-AAATTTCTGCCCTATCAAC-**MGB-NFQ**
ZmAbp3	X97726.1	TGTGAACGATGAGTGCATGCT	CGGTGCAGCCTCTTCGA	**FAM**-AAGTTTGGCGAGCTGC-**MGB-NFQ**

*Sequences are given in 5’- 3’ order

Evaluation of primer efficiency

Each primer pair utilized in qRT-PCR was tested for efficiency and specificity as previously described [14]. Efficiency (E) was determined with the standard curve methods and this gave: E = 1.01 for *Zm18SRNA* (R^2^ = 0.988), E = 0.95 for *Zmdhn1* (R^2^ = 0.988), E = 1.01 for *CryIAb* (R^2^ = 0.997), E = 1.08 for *Zmabp3* (R^2^ = 0.990).

Sampling scheme for gene expression profiling in field experiment

Samples of leaves were collected from plants of plot 1 and of plot 3 at the vegetative six-leaf stage (V6) (T0 stage); at the vegetative eight-leaf stage (V8) (T1 stage) and at silking (R1) (T2 stage), all at the same hour of the day, immediately frozen in liquid nitrogen and stored at -80°C. Each sample consisted of 10 cm-long leaf portions, obtained by discarding the 5 cm apical portion and removing the central vein from the usable section. Samples were collected from some plants of each plot, carefully checked for the absence of infections and other lesions. Three biological replicates were taken per maize variety and growth stage, each grown in a different micro-plot.

Sampling scheme for gene expression profiling in growth chamber experiment

Gene expression was measured at full irrigation of all sets (0I, 0II) during the water treatment (SI, SII, corresponding to 4, and 5 d from the last irrigation of the drought stressed sets), and after the re-irrigation of the drought stressed sets (RI, RII corresponding to 2 and 4 d after re-irrigation). Two leaves per plants were sampled, corresponding to the last developing leaf and the first fully-developed leaf from the top of the plant.

RNA purification and qRT-PCR analyses

Total RNA was extracted from all samples using the RNeasy kit (Qiagen, Hilden, Germany), RNA concentration, integrity and purity were checked as previously described [15]. Total RNA samples were treated with the QuantiTect Reverse Transcription Kit (Qiagen, Hilden, Germany) to eliminate residual genomic DNA and to synthesize first-strand cDNA according to the manufacturer’s instructions. Twenty ng of first strand cDNA were used in a total reaction volume of 25 μL with 1X TaqMan Universal Mastermix (Applied Biosystems), 250 nM of probe, 200 nM each of gene specific primers. Reactions were performed on an ABI Prism 7900HT (Applied Biosystems) instrument with the following conditions: 50°C for 2 min, 95°C for 10 min followed by 40 cycles of 95°C for 15 s, and 60°C for 1 min. Each sample was amplified in triplicate, and each experiment was repeated twice.

Microarray hybridization and analyses

The Gene Chip Maize Genome Array (Affymetrix, Santa Clara, CA, USA) was utilised for profiling transcriptional differences between a MON810 GM maize and the corresponding near-isogenic variety (DKC6575 vs. Tietar) in the following field experiments, which seemed the most representative for its physiological response:

a) fully irrigated T1 (Cont T1); b) fully irrigated T2 (Cont T2); c) drought stress (0% field capacity) condition (Stress T2).

The Maize Genome Array has 17,555 probe sets to interrogate approximately 14,850 *Z*. *mays* transcripts, which represent 13,339 genes, in comparison with a total estimated of 21,298 (assembly B73 RefGen_v2; ZmaysB73_wgs_1.0), representing 63% genome coverage. Total RNA was extracted using the Spectrum Plant Total RNA Kit (Sigma, St. Louis, MO, USA) according to the manufacturer’s instructions. RNA concentration was quantified by UV absorption at 260 nm using a Nanodrop ND100 spectrophotometer (Nanodrop Technologies, Wilmington, De, USA). The integrity of RNA samples was assessed by capillary electrophoresis using a Bioanalyser 2100 (Agilent Technologies, Palo Alto, CA, USA). From 500ng of each RNA samples, first strand cDNA was synthesized using the GeneChip T7-oligo(dT) Promoter Primer kit followed by the cDNA synthesis using SuperScriptII (Invitrogen, Life Technologies) according to the eukaryotic sample processing protocol. The complementary DNA (cDNA) was used as a template for in vitro transcription using the ENZO BioArray High Yield RNA Transcript Labeling Kit (Affymetrix) to obtain biotin labelled cRNA. After cleanup and spectrophotometric quantification the biotinylated cRNA was fragmented into short sequences (100 nt) and used to hybridize to the GeneChip Maize Genome Array (Affymetrix) in the GeneChip Hybridisation Oven (Affymetrix) for 16 h at 45°C. Chips were subsequently washed and fluorescently labeled with phycoerythrin in the GeneChip Fluidics Station 450 and fluorescence was quantified using the GeneChip 3000 scanner device.

### Statistical and Bioinformatic analysis

Ecophysiological data analysis

Statistical analyses of gas exchanges, chlorophyll fluorescence and biomass data collected both in field and chamber experiments were made using Statistica 7 software package (StatSoft, Inc. Tulsa, OK, USA). A two-way Analysis of Variance (ANOVA, p<0.05), was applied, followed by the Newman–Keuls test, taking into consideration variety and treatment as discriminant factors. Normality and homogeneity of variance (Levene’s test) requirements were previously tested, and data transformed when necessary. Data in figures and tables are presented as percentage variation of the water stress treatment (irrigation 0% of field capacity) with respect to the control (irrigation 100% of field capacity).

qRT-PCR data analysis

The qRT-PCR results were analysed using the 2^-ΔΔCt^ method [16] to evaluate the amount of target contained in each sample. *Zmdhn1* and *Cry1A* transcript level were normalized with respect to *Zmabp3* or to *Zm18SRNA*. Relative quantification of expression of the target genes was evaluated in relation to T0 samples (calibrator). Data analyses were performed with Data Assist v2.0 (Applied Biosystems). The most stable transcript was chosen using the geNorm v 3.4 statistical algorithm [17]. *Zmabp3* was used as reference gene for data normalisation. Expression data were validated by statistical analysis using a two-way Analysis of Variance (ANOVA, p<0.05), followed by the Tukey test. Data in figures are presented as mean ± standard deviation.

Microarray data analysis

The Robust Multichip Average (RMA) software [18] was used to extract the data. The Partek Genomics Suite 6.5 (Partek Genomics) was used for data analyses. Functional annotation of the transcripts differentially expressed in stress conditions for both varieties was obtained using the functional classification in the mapping file that structure the maize genes from the Affymetrix maize array into distinct metabolic and cellular components. Gene Ontology (GO) and functional annotation of the list of differentially expressed genes were performed with DAVID software v6.7 [19], [20]. Two-dimensional (2-D) hierarchical clustering of genes on the basis of their expression patterns across multiple experiments was performed using the software Cluster and TreeView, an integrated pair of programs for analysing and visualizing the results of complex microarray experiments [21].

The data presented in this paper have been deposited in NCBI’s Gene Expression Omnibus [22] and are accessible through GEO Series accession number GSE59533 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59533).

## Results

### Ecophysiological measurements

Field experiment

In both maize varieties, a significant reduction of net photosynthesis, stomatal conductance and leaf transpiration was evident in drought stressed plants after 20 d without irrigation (T2) (Tables 2 and 3). In particular, drought stressed Tietar plants showed a g_s_ reduction of 63.01% in respect to the control, while in drought stressed DKC6575 the reduction of g_s_ was 40.02% compared with the control. Concurrently, Ci/Ca decreased in both varieties (-57.4% in Tietar, -26.1% in DKC6575). As expected, water use efficiency (WUE) significantly increased in drought stressed plants of both varieties.

**Table 2:** Percentage variation in the drought stress treatment (irrigation 0% of field capacity) with respect to the control (irrigation 0% of field capacity) for selected photosynthesis (A = net photosynthesis; g_s_ = stomatal conductance to water vapour; E = leaf transpiration; Ci/Ca = ratio between stomatal and ambient CO_2_ concentration; WUE = Water Use Efficiency), and fluorescence parameters (ΦPSII = effective quantum efficiency of PSII; qP = photochemical quenching; qNP = non photochemical quenching; ETR = electron transport rate; F_v_/F_m_ = maximum quantum yield of PSII), measured on Tietar and DKC6575 at T2 (after 20 d without irrigation) in the field experiment.

Variety	Sampling point	A (%)	g_s_ (%)	E (%)	Ci/Ca (%)	WUE (%)	ΦPSII (%)	qP (%)	qNP (%)	ETR (%)
Tietar	T2	-49.0	-63.0	-55.9	-57.4	16.9	-16.6	-15.7	18.9	-45.4
DKC6575	T2	-27.9	-40.0	-31.3	-26.0	8.9	-0.1	-0.3	0.5	-26.0

**Table 3:** Two-Way ANOVA on selected photosynthesis (A = net photosynthesis; g_s_ = stomatal conductance to water vapour; E = leaf transpiration; Ci/Ca = ratio between stomatal and ambient CO_2_ concentration; WUE = Water Use Efficiency), and fluorescence parameters (ΦPSII = effective quantum efficiency of PSII; qP = photochemical quenching; qNP = non photochemical quenching; ETR = electron transport rate; F_v_/F_m_ = maximum quantum yield of PSII), measured on Tietar and DKC6575 at T2 (after 20 d without irrigation) in the field experiment.

Factor	Sampling point	A	g_s_	E	Ci/Ca	WUE	ΦPSII	qP	qNP	ETR
Variety	T2	**0.000**	**0.000**	**0.000**	0.487	0.317	**0.005**	**0.002**	**0.002**	**0.374**
Drought stress		**0.000**	**0.000**	**0.000**	**0.003**	**0.037**	0.120	0.112	0.112	**0.000**
Variety x Drought stress		0.187	0.313	0.109	0.211	0.502	0.123	0.128	0.128	0.196

Significant (p < 0.05) factors are bold faced.

Similar to the effects of drought stress on gas exchange, chlorophyll “a” fluorescence showed a significant reduction of the electron transport rate (ETR) in drought stressed plants, particularly in Tietar (45.4% lower than in the control). However no significant treatment effect was evident in the effective quantum efficiency ΦPSII, nor in photochemical (qP) and non-photochemical (qNP) quenching (Tables 2 and 3).

Growth chamber experiment

During the period without irrigation, both maize varieties showed a progressive reduction of gas exchange (Fig. 3). However, after 5 d without irrigation (S-II), this reduction was significantly higher in the non-GM Tietar than in the GM DKC6575 (Table 4). Interestingly, at SII Tietar displayed higher WUE, although the difference was not significant due to the increased variability in treated plants (Table 4). At SIII, WUE was significantly reduced in both varieties (80.2% and 55.8% lower than the control for Tietar and DKC6575, respectively) (Fig. 3, Table 4). Net photosynthesis and leaf transpiration recovered completely four days after re-watering (RII), with no difference between the two varieties; only stomatal conductance remained significantly lower in plants that had been stressed, both GM and non-GM variety (33.8% and 28% than the control, respectively) (Fig. 3, Table 3).

**Fig 3:**
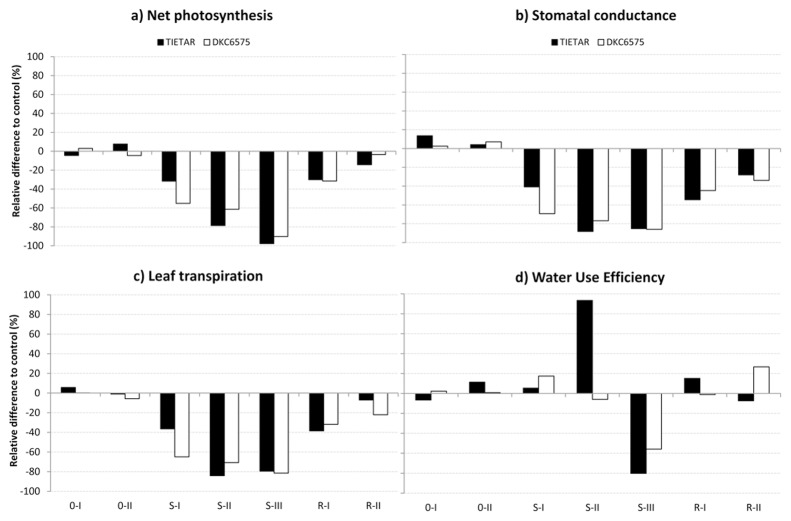
Percentage variation of the drought stress treatment (irrigation 0% of field capacity) in respect to the control (irrigation 100% of field capacity) for gas exchanges parameters measured in the growth chamber experiment. The straight line at the “0” level represents the control, and histograms represent the relative variations of drought stressed plants.

**Table 4:** Two-Way ANOVA on gas exchange and chlorophyll fluorescence parameters, for each measurement date in the growth chamber experiment. 0I, 0II = before the beginning of the drought treatment; SI, SII, SIII = corresponding to 4, 5 and 6 d from the last irrigation of the drought stressed sets, respectively; RI, RII = corresponding to 2 and 4 d after re-irrigation of the drought stressed sets.

Factor	SamplingPoint	A	g_s_	E	WUE	ΦPSII	qNP	qP	ETR
Variety	0I	0.381	0.589	0.378	0.526	0.278	0.268	0.268	0.163
Drought stress		0.920	0.490	0.753	0.815	0.347	0.499	0.499	0.944
Variety x Drought stress		0.596	0.651	0.762	0.619	0.062	0.098	0.098	0.075
Variety	0II	0.383	0.329	0.501	0.060	0.914	0.682	0.682	0.574
Drought stress		0.837	0.533	0.686	0.346	0.358	0.283	0.283	0.071
Variety x Drought stress		0.436	0.850	0.773	0.408	**0.045**	**0.038**	**0.038**	0.675
Variety	SI	**0.003**	**0.008**	**0.001**	0.234	0.373	0.088	0.088	0.623
Drought stress		**0.000**	**0.000**	**0.000**	0.489	**0.003**	0.257	0.257	0.054
Variety x Drought stress		0.460	0.563	0.626	0.689	0.708	0.055	0.055	0.667
Variety	SII	0.103	**0.029**	0.106	0.095	0.307	0.322	0.322	0.555
Drought stress		**0.000**	**0.000**	**0.000**	0.120	**0.000**	**0.000**	**0.000**	**0.000**
Variety x Drought stress		**0.019**	**0.005**	**0.018**	0.078	0.346	0.302	0.302	0.906
Variety	SIII	0.577	0.336	0.783	0.894	0.186	0.253	0.253	0.811
Drought stress		**0.000**	**0.000**	**0.000**	**0.000**	**0.001**	**0.005**	**0.005**	**0.000**
Variety x Drought stress		0.098	0.527	0.617	0.310	**0.044**	**0.092**	0.092	0.807
Variety	RI	0.994	0.471	0.835	0.589	0.640	0.795	0.795	0.359
Drought stress		**0.000**	**0.000**	**0.000**	0.373	**0.000**	**0.000**	**0.000**	0.138
Variety x Drought stress		0.810	0.343	0.692	0.308	0.920	0.786	0.786	0.726
Variety	RII	0.223	0.058	**0.049**	0.058	**0.043**	0.630	0.630	0.192
Drought stress		0.184	**0.004**	0.129	0.291	0.721	0.656	0.656	0.153
Variety x Drought stress		0.387	0.987	0.471	0.067	0.075	**0.049**	**0.049**	0.441

Significant (p<0.05) factors are bold faced.

As for chlorophyll fluorescence, the effective quantum efficiency ΦPSII was slightly, but significantly, reduced in both varieties already after 4 d without irrigation (SI). At SII, water stressed plants displayed a ΦPSII reduction of 41.5% and 28.1% compared with the control, for Tietar and DKC6575, respectively; however, while the ΦPSII reduction partially recovered in Tietar plants at SIII, the ΦPSII for DKC6575 continued to decrease until re-watering (Fig 4, Table 4). Interestingly, a variety x treatment effect was evident at RII for qP and qNP, with DKC6575 showing an incomplete recovery from the stress effect (Fig 4, Table 4). The A/Ci response curves measured at the end of the treatment confirmed that the GM hybrid was more affected by drought than its isogenic non-GM variety. V_c,max_ was only 25% that of the control in DKC6575, and 37% in Tietar. Concurrently, an increase of the CO_2_ compensation point of 1877% in DKC6575 and 316% in Tietar was recorded (data not shown). However, these differences did not result in a between-variety difference in biomass production after drought. Indeed, although water shortage negatively affected leaves, stems and root biomass in both varieties, no significant difference in biomass was evident between the GM and non GM maize variety (Tables 5 and 6).

**Fig 4:**
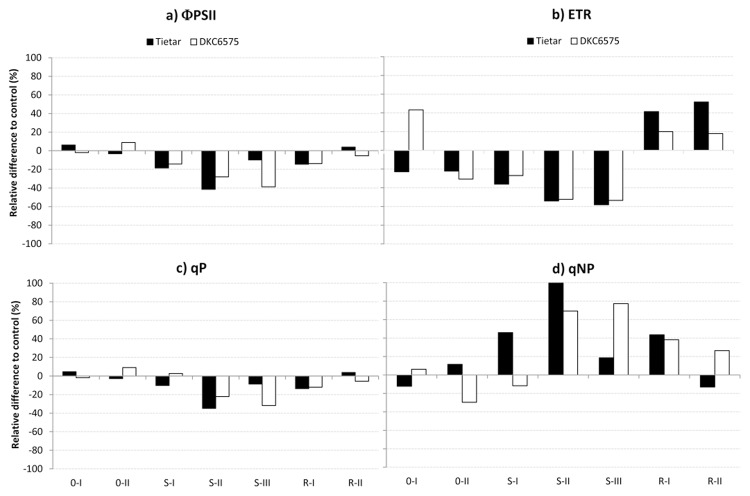
Percentage variation of the drought stress treatment (irrigation 0% of field capacity) with respect to the control (irrigation 100% of field capacity) for selected chlorophyll fluorescence parameters measured in the growth chamber experiment. The straight line at the “0” level represents the control, and histograms represent the relative variations of drought stressed plants.

**Table 5:** Dry biomass (g) of leaves, stems, and roots, of control and drought stressed plants at the end of the drought treatment in the growth chamber experiment.

Variety	Treatment	Leaves (g)	Stems (g)	Roots (g)
Tietar	Non-stressed	23.45 ± 2.84	21.15 ± 3.66	10.93 ± 2.69
	Drought stressed	19.12 ± 2.36	14.38 ± 2.83	7.20 ± 1.36
DKC6575	Non-stressed	23.06 ± 2.52	20.33 ± 4.27	11.15 ± 4.09
	Drought stressed	18.53 ± 2.88	12.85 ± 2.76	6.64 ± 1.40

Values represents mean ± Standard Deviation of n = 7 plants.

**Table 6:** Two-Way ANOVA on dry biomass (g) of leaves, stems, and roots, of non-stressed and drought stressed plants at the end of the drought treatment in the growth chamber experiment.

Factor	Leaves	Stems	Roots
Variety	0.629	0.375	0.867
Drought stress	**0.000**	**0.000**	**0.000**
Variety x Drought stress	0.923	0.787	0.694

Significant (p < 0.05) factors are marked in bold.

### Gene expression analysis by qRT-PCR

Field experiment

A transcriptional analysis on the following targets: *Zmabp3* (actin binding protein) and *Zm18SrRNA* as reference genes, *Zmdhn1* (dehydrin) as stress responsive gene and *CryIAb*, the transgene, was performed using samples derived as described in Materials & Methods. The results of qRT-PCR analyses are shown in Fig. 5. The expression of Z*mdhn1* increased under drought stress in both varieties at T1 and T2, demonstrating the presence of drought stress in leaves. The *CryIAb* transgene expression was maintained at a high level, showing only small variations under all experimental conditions.

**Fig 5:**
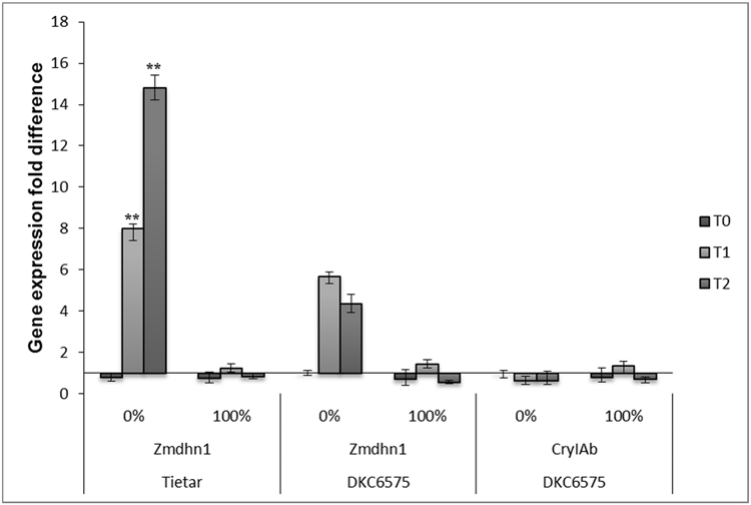
Time course of *Zmdhn1* and *CryIAb* transcription evaluated by qRT-PCR in samples from the Field experiment. Samples of leaves were collected from plants in the Field experiment at the vegetative six-leaves stage (V6) (T0 stage), at the vegetative eight-leaves stage (V8) (T1 stage) and at silking (R1) (T2 stage), all at the same hour of day. 0% plants not irrigated from V6 stage to harvest; 100% plants fully irrigated (control). Relative quantification of gene expression is based on the 2^-ΔΔCt^ method using *Zmabp3* as reference gene. Samples are a pool of four plants that were examined in triplicate. Each value is the mean +/- SD. ** indicate a significant difference at p<0.01 evaluated by ANOVA.

ANOVA showed that *Zmdhn1* transcription level varied significantly in response to stress, but not under control conditions; similarly in Tietar and in DKC6575, while for the transgene *CryIAb* no significant variation was observed between the two conditions.

Growth chamber experiment

The transcriptional analysis regarded the target genes *Zmabp3* (actin binding protein) as housekeeping gene, *Zmdhn1* (dehydrin) as a stress responsive gene and *CryIAb*, the transgene. Expression of each target genes was measured at full irrigation (0I, 0II), during the drought treatment (SI, SII corresponding to 4 and 5 d from the last irrigation), and after the re-irrigation of the S sets (RI, RII corresponding to 2 and 4 d after re-irrigation) in both GM and non-GM varieties.

As shown in Fig. 6, *Zmdhn1* transcription level was significantly increased in SII corresponding to 5 d of drought stress, while it returned to its control levels during recovery (RI-RII). The mild drought stress at SI did not increase *Zmdhn1* expression significantly. Comparing DKC6575 with Tietar it was evident that *Zmdhn1* expression was significantly higher in Tietar under all conditions tested. In DKC6575, expression of the transgene *CryIAb*, evaluated at the same time intervals, showed no significant differences under all conditions tested.

**Fig 6:**
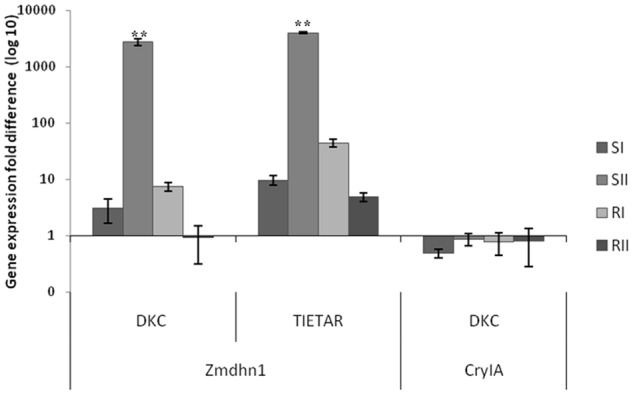
Time course of *Zmdhn1* and *CryIAb* transcription evaluated by qRT-PCR in samples of the Growth chamber experiment. Samples of leaves were collected from plants at full irrigation of all sets (0I, 0II) during the drought treatment (SI, SII, corresponding to 4, and 5 d from the last irrigation of the “S” sets), and after the re-irrigation of the S sets (RI, RII corresponding to 2 and 4 d after re-irrigation). Relative quantification of gene expression is based on the 2^-ΔΔCt^ method using *Zmabp3* as reference gene and samples 0I and 0II as control. Samples are a pool of two plants that were examined in triplicate. Each value is the mean +/- SD. ** indicate a significant difference at p<0.01 evaluated by ANOVA.

Analysis of microarray data

The Maize Oligonucleotide microarray was used to measure differences in gene expression levels under drought stress in DKC6575 and in the near-isogenic variety Tietar growing in the field. 

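Leaf RNA of field-grown plants was hybridized to 6 Affymetrix maize arrays, 1 each for DKC6575 and Tietar at T1 (control), at T2 (control) and at T2 under drought. Control plants were irrigated to 100% of field capacity, and drought-stressed plants received 0% for 20 days. There were no replicate arrays, so a difference between 2 arrays includes plant, plot and array differences. The paper states 3 biological replicates per variety and growth stage in the field and, for the qRT-PCR of Fig. 5, samples pooled from 4 plants. It does not state how these entered the arrays.
The methods name RMA for extracting the data and the Partek software for the analysis. The values the authors deposited are intensities on a linear scale, with a 2% trimmed mean between 499.875 and 499.910 on every array and some signals under 1. They were converted to log2 and otherwise used as deposited. The median signal was 118 (DKC6575) and 119.8 (Tietar) at T1, 131 and 129 at T2 in the control, and 135 and 141 at T2 under drought. Between 39.6% and 41.6% of the signals on an array were under 64. The number of arrays limits the precision.
After 113 control probe sets were left out, 17621 probe sets remained, and those that differed at least 2-fold between 2 arrays were counted, the threshold of the paper. Dim probe sets differed widely between arrays: of the 7238 with a mean log2 signal under 6, 36.0% differed at least 2-fold between the varieties at T1. Counts are therefore given for all probe sets and for the 10383 brighter ones, with a mean log2 signal of at least 6. A log2 difference is less exact where 1 of its signals lies under 64, as under drought in Tietar for benzoxazinless1, or in its T2 control for grancalcin, invertase2 and dhn2.
Changes common to both varieties were tested with limma over the 6 arrays, with variety and condition as factors, which leaves 2 residual degrees of freedom and treats the varieties as the replicates. In the form fixed as the main test, no probe set passed an adjusted p of 0.05 for drought (823 higher and 779 lower at an unadjusted p under 0.05) or for development (1873 and 1114). With the brightness filter and no trend none passed for drought either (1042 higher and 728 lower at an unadjusted p under 0.05, smallest adjusted p 0.058). On simulated data the main form called 0 of 100 genes changed 2-fold and 0 of 100 changed 4-fold. With an intensity trend in limma's prior variance it called 91 and 100, and 19 unchanged genes as well, and with the filter and no trend 77 and 100. The simulated noise had 1 SD for all probe sets of like brightness, and the changes were equal in both varieties. That setting favours the form with the trend, so these counts cannot tell which form suits the real arrays. Single genes are said to have risen or fallen where the form with the trend passed, in both varieties together. The brightness filter, the trend and 25 gene lists were set before the data were examined, and the weight given here to the filter and the trend was decided after the counts were seen. The lists were built from gene titles and symbols, and part of these titles and their fold changes had been seen in S1 Table. Their members are probe sets, also where they are called genes or proteins, so a gene with several probe sets counts more than once. A list's median was set against 10000 random lists of probe sets of like brightness. Members named from S1 Table were selected by the authors on these arrays, and the random lists were not. A position outside the random lists is therefore partly set by that selection. The copy of S1 Table at hand is also cut. It holds large rises under drought in Tietar only in part, so titled members may lean towards falls there. Places on chromosomes are those of the maize B73 reference assembly.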

The gene expression profile of each variety was evaluated at T1 and at T2 for samples fully irrigated and at T2 for samples with drought stress. 

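Pyruvate, orthophosphate dikinase 1, the enzyme that regenerates the CO2 acceptor of C4 photosynthesis, had a higher signal in Tietar than in DKC6575 at T1, by 1.47 on the log2 scale. The EF-hand calcium-binding protein CCD1 was higher in Tietar by 2.08. They were picked after their values were seen, from 11 brighter probe sets that differed at least 2-fold the same way in all 3 conditions. Of the brighter probe sets, 65 were at least 2-fold higher in Tietar at T1 and 26 at least 2-fold lower. Over all probe sets these numbers were 1500 and 1196.
Across all probe sets, Pearson's r between the varieties was 0.959 at T1, 0.955 at T2 in the control and 0.967 at T2 under drought. Across the brighter ones it was 0.989, 0.984 and 0.987. Probe sets are not independent replicates, so no p is given. The SD of the log2 difference between the varieties, over the brighter probe sets, was 0.275 at T1, against 0.318 in the T2 control and 0.277 under drought.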

At T1 the two varieties had a similar expression profile for the set of genes tested with the microarray, as shown in S1 Fig. and S2 Fig. The gene expression profiles for DKC6575 and Tietar were compared both under control conditions and in conditions of drought stress. Genes showing at least a two-fold differential expression were considered for bioinformatic analysis (S1 Table).

In Tietar, a total of 387 genes were down-regulated: 190 genes by drought stress, 157 during development (T2 vs T1), and 40 genes by both stress and development. 

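Among brighter probe sets, the lowest log2 difference of a named gene under drought in Tietar was that of benzoxazinless1, the first enzyme of the pathway to the benzoxazinoid defence compounds. Its gene (NCBI gene 542117) lies on chromosome 4 from 4107004 to 4108565, and the difference was -3.21. Over both varieties it fell by 2.53 (standard error 0.32, adjusted p = 0.019, limma with the trend). Cytokinin oxidase 3, which degrades cytokinins (-2.95, adjusted p = 0.048), asparagine synthetase (AS, -2.10, adjusted p = 0.041) and herbicide safener binding protein1 (-2.05, adjusted p = 0.048) also fell. The stem-specific protein TSJT1 (-2.51), the 30S ribosomal protein S7 (-2.26) and the chaperone protein dnaJ 11 (-2.15) were lower in Tietar but did not pass the test over both varieties (adjusted p from 0.073 to 0.241).
From T1 to T2, chlorophyll a-b binding protein 2, which binds the pigments of the light-harvesting antenna, had the lowest difference of a brighter named gene in Tietar, -4.40, followed by a beta-D-glucosidase precursor (-3.97) and CCD1 (-3.47), and all of these fell over both varieties (adjusted p = 1.1e-04, 0.010 and 0.002).
Of the brighter probe sets, 165 were at least 2-fold lower under drought, 211 from T1 to T2, and 5 in both comparisons, which makes 371 in all. Without the brightness filter the numbers were 1954, 1476, 115 and 3315. Both comparisons use the T2 control array, and 36.4% of the 165 were at least 2-fold higher from T1 to T2.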

A total of 442 genes were up-regulated: 153 by drought stress, 222 during development (T2 vs T1), and 67 genes by both (Fig. 7a). 

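The EF-hand calcium-binding protein CCD1 had a log2 difference of 3.48 under drought in Tietar, and grancalcin, which also binds calcium, had 3.26. CCD1 rose over both varieties by 2.77 (standard error 0.28, adjusted p = 0.014, limma with the trend), and grancalcin did not pass (adjusted p = 0.216). A ZIM motif family protein (3.29), the beta-D-glucosidase precursor (2.78), a hydrolase of defence glucosides, and invertase2 (2.70), which splits sucrose, were also higher in Tietar, with adjusted p over both varieties from 0.076 to 0.363.
From T1 to T2 single pollen and cell wall genes rose. The signal of exopolygalacturonase1, a pectin-degrading enzyme of pollen (NCBI gene 542387, chromosome 6 from 109520601 to 109522006), was 7.06 at T1 and 576 at T2 in Tietar. That of profilin 2, an actin-binding protein, was 6.51 and 170, and that of alpha-expansin 3, which loosens cell walls, 13.9 and 249. These T1 signals lie under 64, where differences between arrays are wide, so no fold is given. All of these rose over both varieties (adjusted p = 8.4e-04, 9.1e-04 and 1.1e-04). Of the 19 brighter members of the cell wall list, 2 were at least 2-fold higher and 4 lower in Tietar, with a median log2 difference of -0.35.
Of the brighter probe sets, 272 were at least 2-fold higher under drought, 284 from T1 to T2 and 11 in both, 545 in all. Among all 17621 probe sets the numbers were 1445, 2007, 70 and 3382. Of the 272, 38.2% were at least 2-fold lower from T1 to T2.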

In DKC6575, a total of 162 genes were down regulated: 44 transcripts by drought stress, 123 during development (T2 vs T1), and 5 genes by both stress and development. 

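Genes that fell over both varieties included a protein of the light-harvesting antenna and an aquaporin. Chlorophyll a-b binding protein 2 had a log2 difference of -2.74 under drought, and over both varieties it fell by 2.34 (standard error 0.18, adjusted p = 0.012, limma with the trend). A PVR3-like protein (-2.27), the aquaporin ZmPIP1-6 (-1.86), benzoxazinless1 (-1.84) and the thiamine biosynthetic enzyme (-1.52) fell as well, with adjusted p of 0.018 or 0.019. Metallothionein-like protein 1, a metal-binding protein, had a difference of -1.57 (adjusted p = 0.034).
From T1 to T2 the lowest differences of brighter named genes in DKC6575 were those of chlorophyll a-b binding protein 2 (-3.77) and siroheme uroporphyrinogen methyltransferase1 (-3.34), which makes the cofactor of nitrite and sulfite reduction, and these fell over both varieties (adjusted p = 1.1e-04 and 6.1e-04).
Of the brighter probe sets, 59 were at least 2-fold lower under drought, 110 from T1 to T2 and 3 in both, 166 in all. Across all brightness levels the numbers were 1046, 1622, 105 and 2563. Of the 59, 5.1% were at least 2-fold higher from T1 to T2.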

A total of 259 genes were up-regulated: 59 by drought stress, 210 during development (T2 vs T1), and 10 genes by both (Fig. 7b). 

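In DKC6575, CCD1 had the highest log2 difference of a brighter named gene under drought, 2.07. A membrane protein (1.70, adjusted p = 0.041), beta-amylase (1.31, adjusted p = 0.018), and a nicotinate phosphoribosyltransferase-like protein of NAD synthesis (1.29, adjusted p = 0.037, limma with the trend) rose over both varieties.
From T1 to T2 the pollen allergen Zea m 1 rose over both varieties (adjusted p = 0.004), with signals of 13.8 at T1 and 296 at T2 in DKC6575. Exopolygalacturonase1 had 2.51 and 1139 there. The group 3 pollen allergen had 6.46 and 169 and did not pass over both varieties (adjusted p = 0.066). The T1 signals of these genes are also dim.
Of the brighter probe sets, 70 were at least 2-fold higher under drought, 223 from T1 to T2 and 12 in both, 281 in all. Over all probe sets the numbers were 1417, 1493, 97 and 2813. Of the 70, 20.0% were at least 2-fold lower from T1 to T2. As a measure of how far arrays of 1 condition lie apart, the varieties differed at T1 at 91 brighter probe sets and at 2696 of all. In the T2 control they differed at 149 and 3061, and under drought at 114 and 2315. The T2 control pair thus differed at more probe sets than drought and control in DKC6575 (129 and 2463).

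**Figure D1:**
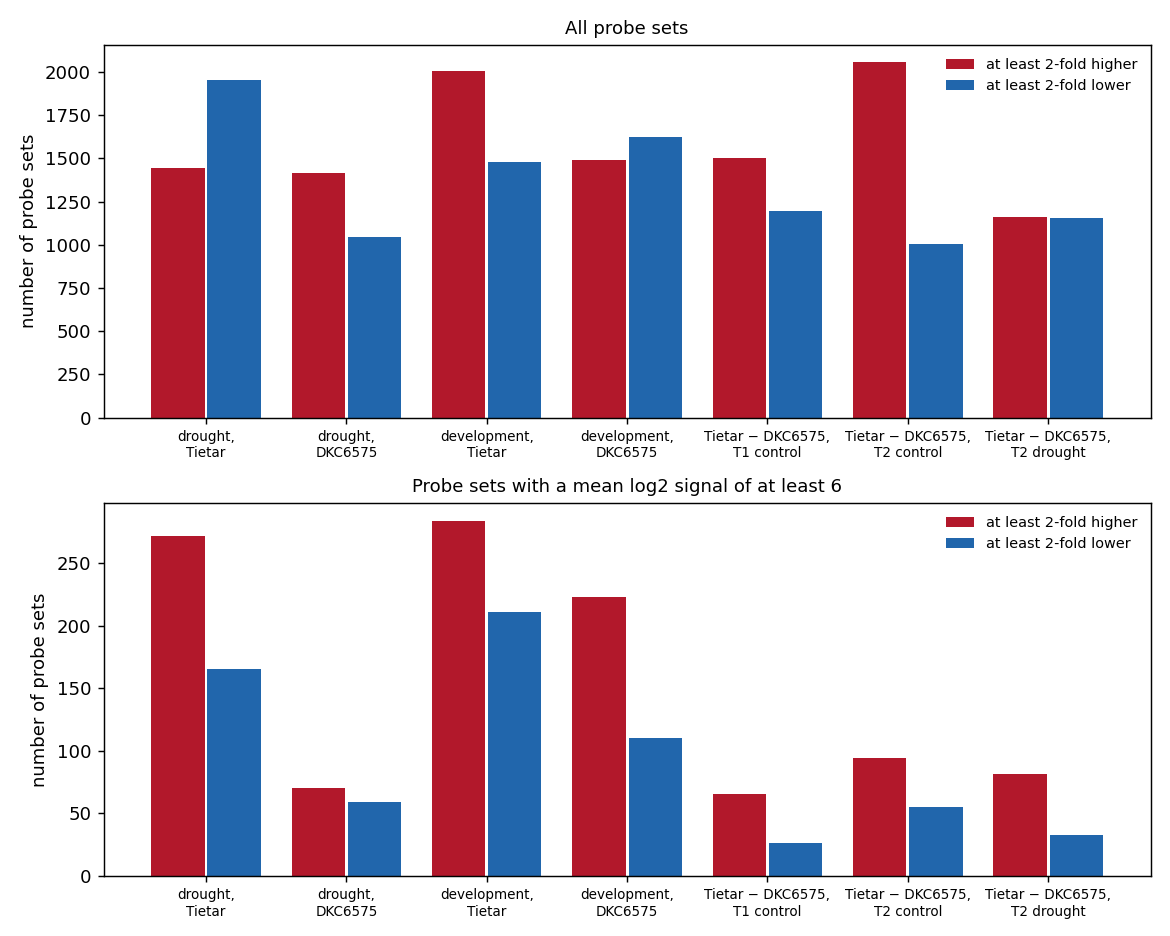
Number of probe sets at least 2-fold higher and lower in each comparison of 2 arrays, for all 17621 probe sets (top) and for the 10383 with a mean log2 signal of at least 6 (bottom). Among the brighter probe sets the bars for drought sum to 437 in Tietar and 129 in DKC6575. Those for the varieties sum to 91 at T1, 149 in the T2 control and 114 under drought.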

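Genes of protein synthesis rose together from T1 to T2: of 142 probe sets for cytosolic ribosomal proteins, 110 rose and none fell (125 rose and 1 fell when adjusted over the list alone, limma with the trend). Their median log2 difference was 0.65 in Tietar and 0.70 in DKC6575, above every random list, and under drought it was 0.01 and -0.01. Ribosomal protein L39 had a difference of 1.37 in Tietar and 2.29 in DKC6575 (common change 1.83, standard error 0.19, adjusted p = 0.003). Vignain, a cysteine protease of senescing tissue, rose by 1.76 and 1.12 (adjusted p = 0.007), and the ferredoxin Fd VI, an electron carrier, differed by -2.88 and -2.15 (adjusted p = 9.1e-04). Pollen-enriched genes moved with these groups, and 17 of 20 rose from T1 to T2.
Over both varieties 1098 probe sets rose and 593 fell from T1 to T2. Under drought 97 rose and 85 fell. Leaving out either T1 array lowered the counts for development more than leaving out any other array. Such a fit takes its noise from the T2 pairs alone, so the drop does not tell how far the counts rest on the T1 arrays. At 2-fold, 495 brighter probe sets differed by development and 437 by drought in Tietar, and 333 and 129 in DKC6575. Without the brightness filter the numbers were 3483 and 3399 in Tietar and 3115 and 2463 in DKC6575.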

More genes were differentially regulated during development than in response to water stress, particularly in DKC6575, the GM variety. 

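Some genes had unlike log2 differences under drought in the varieties, and these change with the control array used. Carbonic anhydrase, which supplies bicarbonate to C4 photosynthesis, had -1.49 in Tietar and 0.08 in DKC6575. Its signals under drought were 191 and 192, and in the T2 control 535 and 182, so that against the mean of both T2 controls the values were -0.71 and -0.70. The ferredoxin-thioredoxin1 gene had -1.86 and -0.32, or -1.25 and -0.93 against that mean. Tonoplast intrinsic protein1, a water channel of the vacuole, had 1.56 and -0.18, or 1.24 and 0.13. Zinc transporter 4 had -0.76 and 1.33, or -0.13 and 0.70. The SD of the difference between the drought responses was 0.425 over the brighter probe sets and 1.31 over all. With 1 array per variety and condition there is no replicate for this difference, and it was not tested for any gene. Of the 25 gene lists, 14 in Tietar and 8 in DKC6575 had a median outside the central 95% of random lists under drought. Members were named in part by titles of S1 Table, selected on these arrays, so these positions are partly set by that selection.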

Differences in number, level of expression and type of responsive genes were observed between the two varieties under water stress. 

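Genes at least 2-fold higher under drought in both varieties included CCD1, hsp18f, a small heat shock protein, and siroheme uroporphyrinogen methyltransferase1, with log2 differences for the last of 2.11 in Tietar and 1.22 in DKC6575 (adjusted p = 0.024). Multidrug resistance associated protein 1, a transporter of conjugated toxins, was at least 2-fold lower in both (-1.74 and -1.31, adjusted p = 0.023, limma with the trend). PEAMT, an enzyme of choline synthesis, reached 2-fold in DKC6575 (-1.36) and not in Tietar (-0.99), and it fell over both varieties (adjusted p = 0.025), so a gene counted for 1 variety is not shown to differ between them.
Of the brighter probe sets, 48 were higher in both varieties, 224 in Tietar alone and 22 in DKC6575 alone, where independent lists matched on mean signal would share 2.7. For lower signals the numbers were 27 in both, 138 and 32, where such lists would share 1.3. Among all 17621 probe sets, 358 were higher in both, 1087 in Tietar alone and 1059 in DKC6575 alone, and 368, 1586 and 678 were lower, where such lists would share 270.9 and 324.1.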

As shown in Fig. 7c, 229 genes were up-regulated by drought stress, 170 in Tietar, 9 in DKC6575, and 50 in both; similarly a total of 250 genes were down-regulated by drought stress; 206 in Tietar, 20 in DC6575 and 24 in both. Changes in gene expression between drought stressed and watered plants were greater for Tietar than for DKC6575. 

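Of the 182 probe sets that changed under drought over both varieties, 136 (74.7%) had the larger log2 difference in Tietar. Of all 10383 brighter probe sets, changed or not, 6640 did. Among the 97 that rose there were 80 such probe sets, with median differences of 1.27 in Tietar and 0.97 in DKC6575. Among the 85 that fell there were 56, with medians of -1.04 and -0.88. Another PVR3-like protein had differences of 2.63 and 0.72 and an NPK1-related protein kinase 2.44 and 0.99, neither past the test (adjusted p = 0.104 and 0.059). From T1 to T2, 864 of 1691 probe sets (51.1%) had the larger difference in Tietar.
Over the brighter probe sets the SD of the log2 difference under drought was 0.471 in Tietar and 0.306 in DKC6575. Of the 70 at least 2-fold higher in DKC6575, 42 were larger in Tietar, and of the 59 lower in DKC6575, 18 were, where the choice by DKC6575 favours larger values there.
The T2 control of Tietar lies apart from the other arrays on component 2 of a principal component analysis of all probe sets (score -86.91, nearest other -2.41). Among brighter ones, which the next counts use, its score was -23.88 and the nearest other -11.72, not past Dixon's critical value. With the T2 control of Tietar as the control of both varieties, 437 brighter probe sets reached 2-fold in Tietar and 254 in DKC6575. With the T2 control of DKC6575 for both, it was 309 and 129. The limma counts for drought (97 and 85) were 46 and 58 without the Tietar T2 control, 430 and 365 without that of DKC6575, 334 and 212 without the DKC6575 drought array, 52 and 72 without that of Tietar, 71 and 49 without the DKC6575 T1 array, and 57 and 46 without that of Tietar.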

In Fig. 8, charts show the functional annotation of the genes up-regulated in stress conditions for both varieties. 

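Of 129 probe sets listed as transcription factors, which control other genes, 31 were at least 2-fold higher and 22 lower under drought in Tietar, and 25 and 10 in DKC6575. Of the 47 that are brighter, 6 were higher and 1 lower in Tietar, and 1 was higher in DKC6575. Heat shock proteins and dehydrins, taken as genes of abiotic stress, added 8 and 3 brighter probe sets in Tietar and 3 and 1 in DKC6575. The lists cover only probe sets with a title or symbol, 3026 in all, so no share of the responding genes is given. Titles came in part from a cut copy of S1 Table that lacks some large rises in Tietar, so counts may lean towards falls.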

Among the genes differentially expressed, genes involved in abiotic stress response represented 14% in Tietar and 11% in DKC6575; genes encoding transcription factors (TFs) 22% and 11% respectively. The expression levels of these genes, as measured with microarray analysis was compared in both varieties under control and drought conditions (Fig. 9). In response to drought, genes encoding Heat Shock Proteins (HSPs), Late Embryogenesis Abundant (LEA) proteins, defence proteins and detoxification enzymes were induced to a greater extent in Tietar than in DKC6575. Similarly, a greater number of genes from different TFs gene families was up-regulated in Tietar, belonging to families previously implicated in stress responses such as members of the AP2/ERF, bZIP, NAC, MYB, and WRKY TF gene families.

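Of 26 probe sets for heat shock proteins, which keep other proteins from aggregating, 3 rose under drought and none fell over both varieties (12 rose and 4 fell when adjusted over the list alone, limma with the trend). Their median log2 difference was 0.57 in Tietar and 0.24 in DKC6575, each above every random list, and 21 of 26 had the higher value in Tietar. At 2-fold, 8 of the 20 brighter members were higher in Tietar and 1 lower, and 3 were higher in DKC6575. Of 16 probe sets for LEA proteins and dehydrins, which protect cells during water loss, 2 rose and none fell (8 and 1 over the list alone), with medians of 0.80 and 0.55, and 10 of 16 had the higher value in Tietar.
Defence and detoxification genes went both ways. Of 35 defence and pathogenesis-related proteins none rose and 2 fell (5 and 5 over the list alone). Their median was -0.31 in Tietar and -0.06 in DKC6575, but in Tietar -0.09 after cyclic loess and -0.08 against the mean of both T2 controls, and 0.19 and 0.05 among the 21 brighter members, of which 3 were 2-fold higher and 2 lower in Tietar and none in DKC6575. Of 82 detoxification and antioxidant enzymes 3 rose and 2 fell (8 and 5 over the list alone), with medians of -0.12 in Tietar and 0.21 in DKC6575, and 33 of 82 had the higher value in Tietar. In Tietar the median of that list was -0.04 after cyclic loess normalization, and among the 53 brighter members the medians were -0.05 and 0.14.
Titles come in part from S1 Table, which the authors selected on these arrays, so the counts of titled genes are not independent evidence of direction. Among members named by the platform annotation the medians were 1.15 and 0.52 for 12 heat shock proteins, 1.11 and 0.91 for 7 LEA proteins, -0.11 and 0.05 for 10 defence proteins, and -0.11 and 0.22 for 63 detoxification enzymes. No difference between the varieties in these drought responses was tested.

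**Figure D2:**
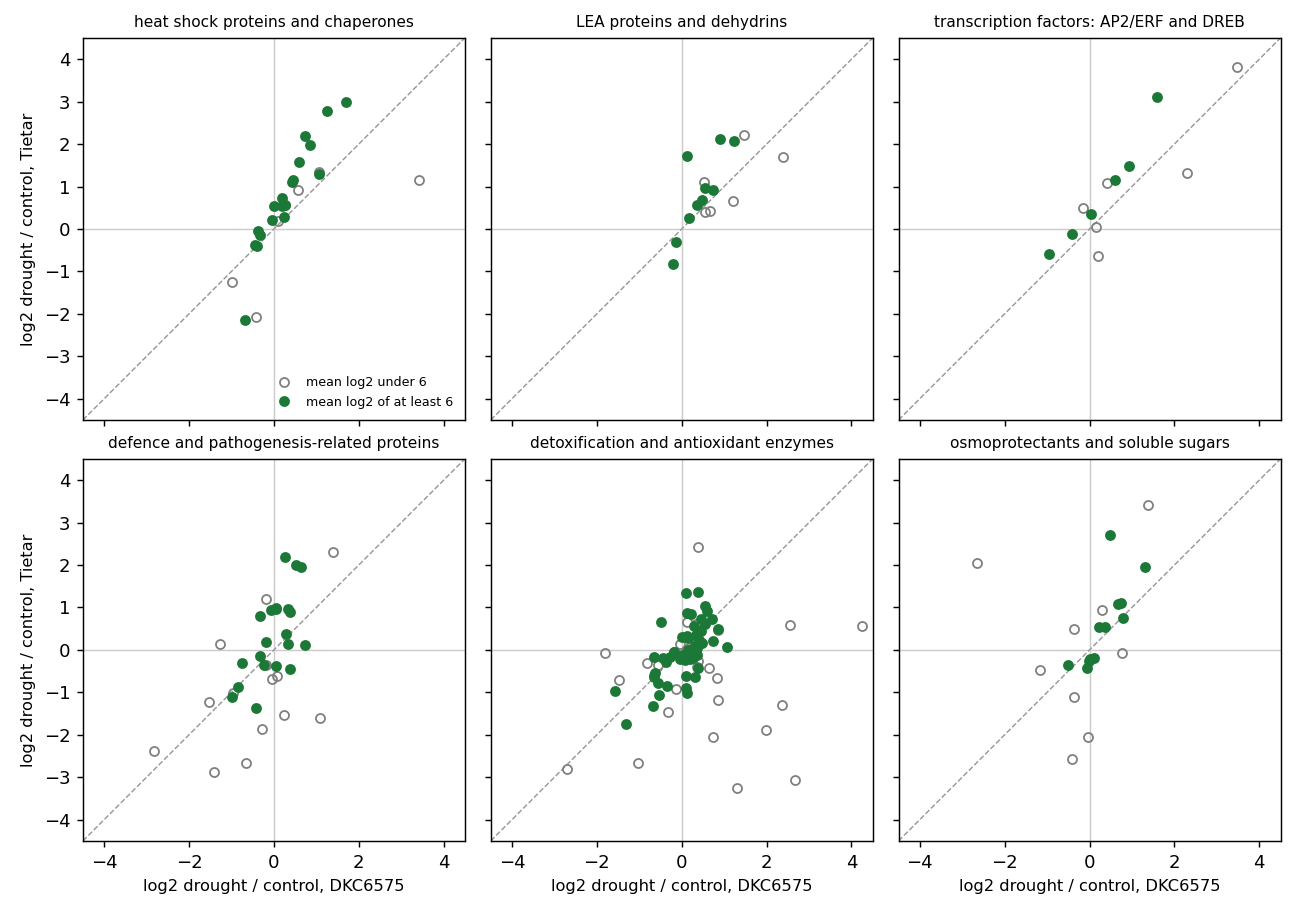
Log2 difference, drought minus control, of each listed member in DKC6575 (horizontal axis) and Tietar (vertical axis) for 6 gene lists. Filled points have a mean log2 signal of at least 6, open points are dimmer, and the dashed line marks equal differences. In the panel for heat shock proteins 21 of 26 points lie above that line, and in the panel for detoxification enzymes 33 of 82.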

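The 2 listed transcription factors that rose belong to the AP2/ERF family of ethylene response factors. Ethylene-responsive transcription factor 4 had a log2 difference of 3.10 in Tietar (common rise 2.35, standard error 0.30, adjusted p = 0.020, limma with the trend), and ethylene-responsive element binding protein 2 one of 1.49 (common rise 1.21, standard error 0.14, adjusted p = 0.018). Of 12 AP2/ERF and DREB members 2 rose and none fell (5 and 1 when adjusted over the list alone), the median was 0.79 in Tietar and 0.31 in DKC6575 (0.18 in DKC6575 against the mean of both T2 controls), and 3 of the 6 brighter members were at least 2-fold higher in Tietar. Among the 5 members named by the platform annotation the median was 0.36 in Tietar, inside the central 95% of random lists. DRE binding factor 1 had a difference of 1.16 (adjusted p = 0.083).
Of 4 NAC members, none passed (1 rose and 1 fell over the list alone). NAC1 had a difference of 1.84 in Tietar, with an adjusted p of 0.050, and the list's median was 0.68, or 0.19 without its dim member and 0.39 against the mean of both T2 controls. The only WRKY member, WRKY69, had a difference of 1.84 at a mean log2 signal of 5.47 (adjusted p = 0.324). With 1 member, adjustment over the list alone changes nothing, and WRKY69 passed there only at an unadjusted p under 0.05 (limma with the trend). Of 10 bZIP members none passed, also over the list alone, and the median was -0.45, or -0.26 among the 5 brighter ones. The bZIP factor CPRF-2 had a difference of -1.11, the only brighter bZIP member past 2-fold. Of 24 MYB members none passed with the trend and the median was -0.33, or -0.12 against the mean of both T2 controls, and none of the 5 brighter ones reached 2-fold (MYB-IF35, 0.91). Across all brightness levels 2 bZIP and 4 MYB members were at least 2-fold higher in Tietar and 4 and 6 lower. Members named from the cut copy of S1 Table may lean towards falls in Tietar. Of 3 heat shock factors none passed (1 rose over the list alone), with a median of 1.49, and 1 of them is brighter, with a difference of 0.40. Of 75 factors of other families none rose and 1 fell (2 and 1 over the list alone), with a median of -0.11, or 0.05 after cyclic loess. The homeobox-leucine zipper protein ATHB-6 (2.05, adjusted p = 0.095) and the CONSTANS-like protein CO8 (1.13, adjusted p = 0.082) were at least 2-fold higher in Tietar.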

**Fig 7:**
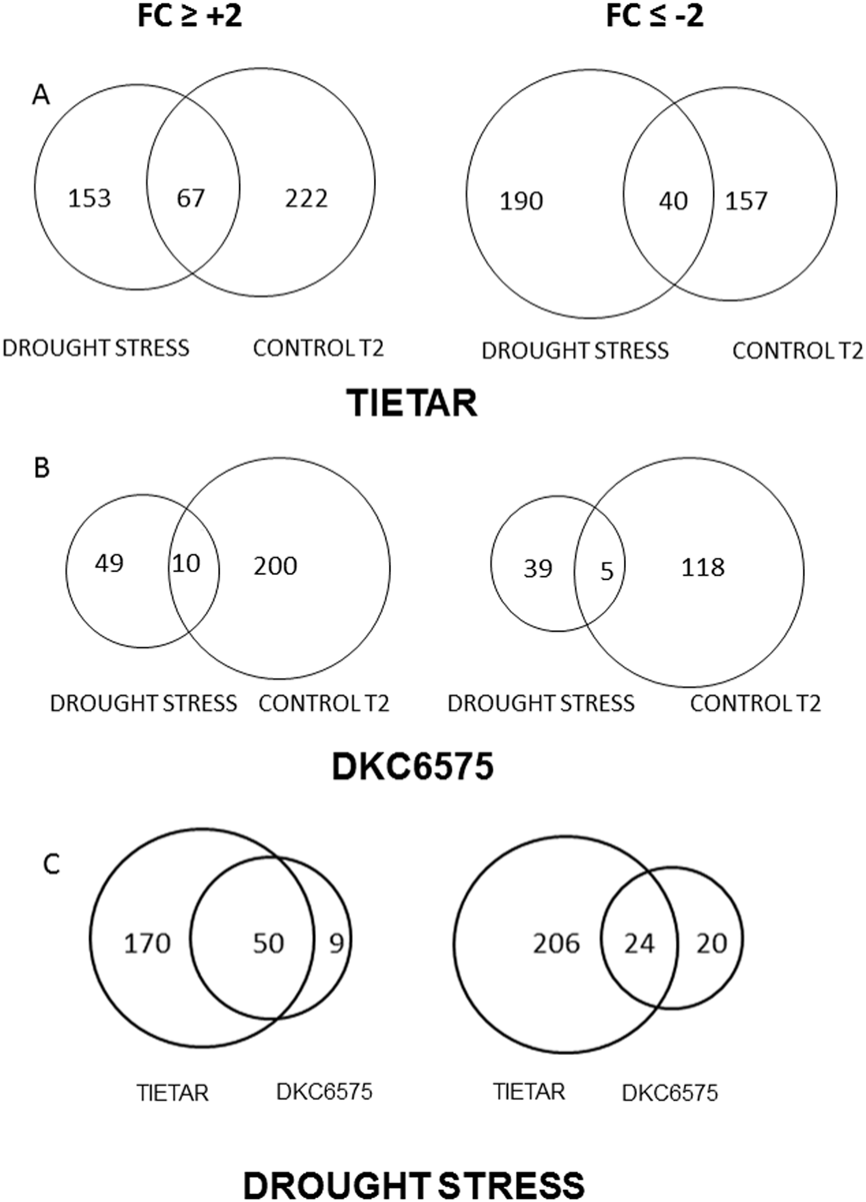
Venn diagrams representing the number of genes differentially expressed based on microarray analysis. Plants grown in the Field experiment were sampled at the developmental stage T2 in the drought stress condition and at T1 and T2 in the control condition. Genes considered are those showing a fold change (FC) ≥±2.

**Fig 8:**
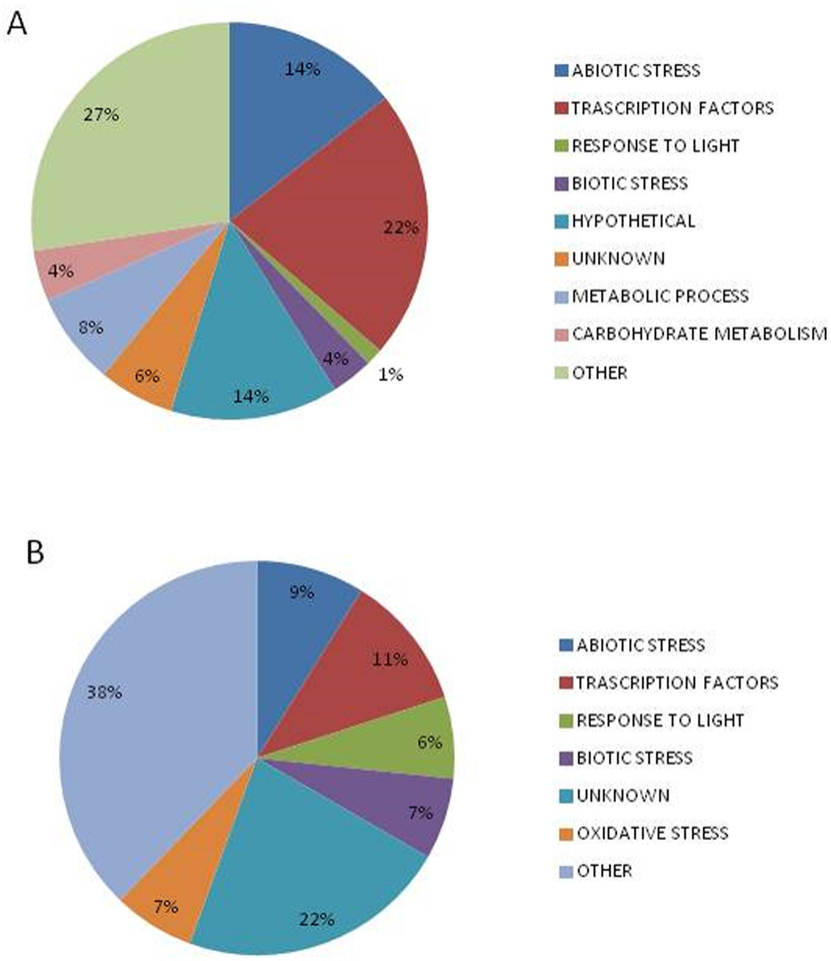
Functional annotation chart of the transcripts up-regulated in Tietar (A) and in DKC6575 (B) in response to drought stress.

**Fig 9:**
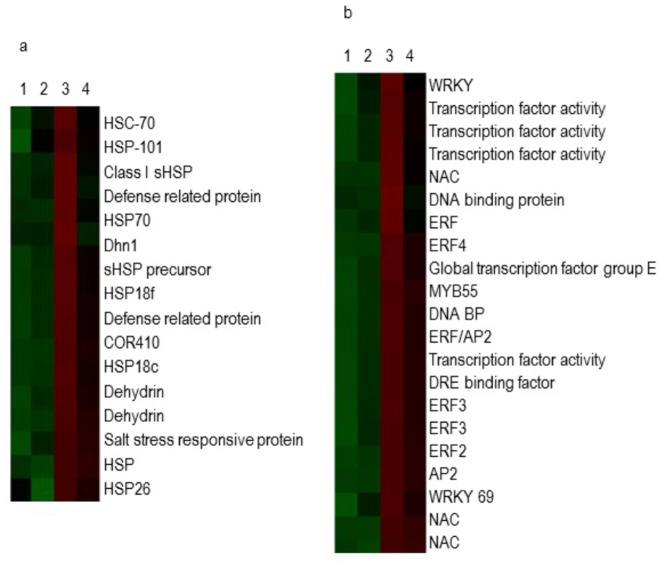
Hierarchical clustering of transcriptional responses of different classes of genes in the two maize genotypes: a) Heat Shock Proteins, Late Embryogenesis Abundant proteins and dehydrins; b) transcription factors. Sample numbers are indicated on the top: 1) DKC6575 at T2 drought stress; 2) DKC6575 at T2 control condition; 3) Tietar at T2 drought stress; 4) Tietar at T2 control condition. A heat map was generated by Java TreeView 1.60 software. Each colored block represents the expression of one gene (labeled on the right) in the indicated sample. Expression signals are converted into color (red, high signal; green, low signal). A ≥2 fold change is shown in red, a fold change ≤0.5 in green and no change in black. Color intensities are proportional to the variation of expression.

## Discussion

A number of papers have been published regarding the possible unintended effects of the introduction and expression of transgenes in different plant species, [23–31]. The majority of these studies were performed under optimal and controlled growth conditions, with plants cultured in vitro, or in growth chambers. However, for a commercial GM variety it is important to verify any unintended effect also under real agricultural conditions, considering possible environmental stress, such as water shortage or high temperature. The purpose here was to compare DKC6575 and Tietar, one GM and one non-GM maize variety, respectively, for physiological and molecular responses to drought, including the expression of the transgene *CryIAb*. Previous studies on Tietar have shown that this variety had a strong growth and yield in response to water availability [32] but, to the best of our knowledge, the drought response of DKC6575 has never been tested before.

### Field experiment

After 20 d of water limitation applied in the field, the reduction of net photosynthesis observed in plants of both maize varieties was driven by stomatal closure, as indicated by the decrease of the Ci/Ca ratio [33]. The increase of WUE under drought, typical of the C4 metabolism [34], as well as maintenance of the maximum quantum yield of primary photochemistry ΦPSII, confirms that mesophyll photosynthetic capacity was unaltered in both varieties [35]. The observed reduction of linear electron transport, ETR, can be considered as a down-regulation mechanism instead, that could be attributed to the concurrent decrease of A, generating an imbalance between NADPH production and its utilization in the Calvin Cycle [36], [37]. Therefore, the varieties Tietar and DKC6575 showed a similar strategy to cope with mild drought conditions: i.e. minimizing of water loss through stomatal closure [37]. Nevertheless, the presence of multiple stress factors can influence plant responses to drought under field conditions, and that such responses are generally more complex than those measured under controlled environment conditions [38].

Studies on crop plants with differences in abiotic stress tolerance have shown a positive correlation between dehydrins gene expression and plant stress tolerance [39], [40], and for this reason it is considered that their expression can be used as a marker of stress. The expression of *Zmdhn1*, encoding a dehydrin, was analysed to verify whether the irrigation regime was really determining a drought stress and the results demonstrated a significant increase in the transcription of this gene, as expected.

The expression of *CryIAb* tested whether the irrigation regime utilized but no significant difference in transcription of the transgene was observed even though a decrease, but not significant, was observed in the stressed samples. Some evidence [41], [42] showed that severe environmental cues, including water stress, can affect the overall development and performance of maize. Comparing Bt and non-Bt varieties in terms of temperature and drought stress resistance, a 9% yield advantage of Bt over non-Bt plants was reported when the European corn borer (ECB) pressure was high on plants. In the absence or under low ECB infestation, Bt varieties performed similarly to non-Bt conventional counterparts. It was also demonstrated that incorporation of the Bt gene into corn hybrids provided a higher level of protection against ECB, but had little or none agronomic advantage. In transgenic Bt cotton, water stress did not significantly decrease Bt efficacy in any of the plant organs tested [43]; in transgenic peas containing a seed specific α-amylase inhibitor [44], its level was not influenced by water stress, but was reduced in a high-temperature condition affecting also the protective capacity of the transgenic peas against pea weevil.

There is evidence [45] that mycotoxin levels may be affected indirectly by a decrease of plant health as resulting from insect damage. Indeed results from field trials are not consistent, confirming that fumonisin contamination can be reduced by Bt expression, whereas the data on aflatoxin are, at present, inconclusive. It is suspected that a potential strategy to control mycotoxin contamination, could be to combine Bt technology with biological control using non-toxigenic *A*. *flavus* isolates [46].

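Single genes of osmoprotectant synthesis and abscisic acid signalling rose under drought. Beta-amylase, which releases maltose from starch, had a log2 difference of 1.96 in Tietar. Delta 1-pyrroline-5-carboxylate synthetase, the key enzyme of proline synthesis, had 1.09 in Tietar and 0.73 in DKC6575 (common rise 0.91, standard error 0.13, adjusted p = 0.028, limma with the trend). A protein phosphatase 2C, a family that includes regulators of abscisic acid signalling, had 1.08 and 0.72 (adjusted p = 0.032), and the Mo-molybdopterin cofactor sulfurase, needed for the last step of abscisic acid synthesis, rose by 1.08 over both varieties (adjusted p = 0.031).
Of 21 osmoprotectant and sugar genes 3 rose and none fell (7 and 1 when adjusted over the list alone). The median was 0.48 in Tietar and 0.11 in DKC6575 (0.55 and 0.30 among the 12 brighter members), but -0.22 and -0.04 among the 15 members named by the platform annotation. Of 19 genes of abscisic acid synthesis and signalling 2 rose and none fell (3 and 2 over the list alone), with medians of -0.10 and 0.11, or 0.20 and 0.06 among the 14 brighter members and 0.05 and 0.14 against the mean of both T2 controls, all inside the central 95% of random lists. Dim members included, 2 of the 19 were at least 2-fold higher and 8 lower in Tietar. Of 7 benzoxazinoid genes, which make defence compounds against insects and fungi, none rose and 1, benzoxazinless1, fell, also over the list alone. The median of that list was 0.55 in Tietar and -0.24 in DKC6575, or 0.03 in DKC6575 against the mean of both T2 controls.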

In this paper, a genome wide analysis of the transcriptional profile through microarray demonstrated in Tietar the induction of several classes of genes involved in abiotic and biotic stress response. 

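Small heat shock proteins were the members of this class that rose. The low molecular weight heat shock protein precursor (NCBI gene 542602, chromosome 4 from 184768121 to 184769306) had a signal of 463 in the T2 control and 3698 under drought in Tietar, a log2 difference of 3.00, and of 473 and 1527 in DKC6575, a difference of 1.69. Over both varieties it rose by 2.34 (standard error 0.25, adjusted p = 0.018, limma with the trend). Hsp18f (NCBI gene 542723, chromosome 3 from 8819932 to 8820870) had differences of 2.79 and 1.25 (common rise 2.02, standard error 0.29, adjusted p = 0.030). Of the probe sets for the class I protein of 16.9 kDa, 1 rose, with 1.28 and 1.06 (adjusted p = 0.049).
Other members did not pass the test over both varieties. Hsp18a had 2.19 in Tietar and 0.73 in DKC6575 (adjusted p = 0.069), and a probe set for hsp18c had 1.98 and 0.86 (adjusted p = 0.123). Hsp101, which dissolves protein aggregates, had 1.58 and 0.59 (adjusted p = 0.063). For HSP70, heat shock cognate 70 kDa protein 2 had 0.72 and 0.18 (adjusted p = 0.217), and heat shock 70 kDa protein 4 had 0.55 and 0.20. The 3 probe sets for hsp70-5 lay between -0.41 and -0.15 in Tietar and between -0.45 and -0.34 in DKC6575. HSP26 had 1.16 in Tietar and 3.43 in DKC6575 at a mean log2 signal of 3.99, where the SD of the T1 differences between varieties is 1.37 (adjusted p = 0.226).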

The induction of genes encoding for HSPs (HSP18, HSP26, HSP70, HSP101) could be related to the role of these proteins within the cytoplasm to prevent protein aggregation and assist protein refolding, helping to protect from the detrimental effects of stress [47]. Induction of these genes in response to drought was reported in previous studies in maize [48], and in other cereals [39], [49], [50].

The induction of genes encoding LEA proteins (dhn1, dhn2, COR14) was an expected event in condition of drought stress, as these proteins are induced during physiological desiccation in maturing embryo, but also when plants are exposed to stresses resulting in a cellular dehydration (e.g., drought, osmotic stress, salinity, temperature), and they accumulate to higher amounts in all vegetative tissues [51]. 

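Of the dehydrins, dhn2 rose: a probe set for it (NCBI gene 542251, chromosome 4 from 159677442 to 159678859) had log2 differences of 2.07 in Tietar and 1.23 in DKC6575, and a common rise of 1.65 (standard error 0.28, adjusted p = 0.047, limma with the trend). Another dhn2 probe set had 2.13 and 0.91 (adjusted p = 0.073). The dehydrin COR410, which protects membranes, had 1.73 in Tietar and 0.12 in DKC6575 (adjusted p = 0.259), and no title or symbol at hand names COR14, with the titles of S1 Table held only in part. Dhn1 had 1.11 and 0.52 at a mean log2 signal of 4.99, where the SD of the T1 differences is 0.792 (adjusted p = 0.559). This probe set is dim, and by qRT-PCR of field samples the paper reports higher Zmdhn1 under drought in each variety, at T1 and T2. The early drought induced protein rose by 0.92 and 0.73 (common rise 0.83, standard error 0.10, adjusted p = 0.018). The abscisic stress protein homolog had 0.98 and 0.54 (adjusted p = 0.060). At 2-fold, 3 of the 10 brighter LEA probe sets were higher in Tietar, among them both dhn2 probe sets above, and 1 in DKC6575. None was lower in either variety.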

The role of dehydrins, however, could be part of defence mechanisms against pathogen infection, usually present during periods of water scarcity. Evidence exists of an induction by wounding, which is a common stress due to insects attack, but which is also considered a dehydration stress, as the cellular damage can lead to water loss [40].

Increase in the level of transcripts in response to drought requires the participation of components of signalling pathways that activate transcription and /or RNA stabilisation. In particular it requires the participation of several TFs some of which are transcriptionally activated during the stress. Most of these TFs belong to large gene families such as AP2/ERF, bZIP, NAC, MYB, and WRKY [52]. As evidenced in Fig. 8, the number of TFs whose expression was increased during drought stress, was proportionally much higher in Tietar than in DKC6575. In Tietar, several TFs families were represented among those genes whose response is modified by drought, whereas in DKC6575 only few members of TFs were up-regulated.

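In DKC6575, ethylene-responsive transcription factor 4 was the brighter transcription factor at least 2-fold higher under drought, with a log2 difference of 1.59. Others lay below 2-fold there: NAC1 at 0.95, ethylene-responsive element binding protein 2 at 0.94, ATHB-6 at 0.84, NAC68 at 0.56, WRKY69 at 0.49 and CO8 at 0.41. MYB-IF35 had -0.24, or 0.33 against the mean of both T2 controls, and CPRF-2 had -0.23. Among dim probe sets more factors reached 2-fold, and over all probe sets 3 AP2/ERF, 1 bZIP, 1 NAC and 3 MYB members were at least 2-fold higher in DKC6575. NAC68 and the other NAC member NAC21/22 had 0.19 and -0.86 in Tietar, and neither passed over both varieties (adjusted p = 0.475 and 0.220, limma with the trend).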

In Tietar, the up-regulation regarded a greater number of genes encoding HSPs, LEA, and defence proteins, and of genes encoding TFs known to be involved in improving abiotic and biotic stress tolerance. 

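Among the defence proteins, a defense-related protein had a log2 difference of 2.18 in Tietar and 0.26 in DKC6575 and the harpin inducing protein, named for a bacterial elicitor of plant defence, had 1.95 and 0.63, but neither passed over both varieties (adjusted p = 0.218 and 0.080, limma with the trend). The class I acidic chitinase, which degrades fungal cell walls, had -1.11 and -0.98, and it fell by 1.04 over both varieties (standard error 0.11, adjusted p = 0.014). The wound responsive protein had -1.38 and -0.42 (adjusted p = 0.107). Of the detoxification group, the metallothionein-like protein type 2 had 1.37 and 0.40 (adjusted p = 0.102) and metallothionein2 had 1.33 and 0.11 (adjusted p = 0.318). More of its 53 brighter members were at least 2-fold lower in Tietar (4) than higher (3), and the median of all 82 there was -0.12. From the main form of limma without the trend, adjusted over the list alone, 3 defence and 3 AP2/ERF members passed, as did 1 member each of the NAC, MYB, other transcription factor, light reaction and benzoxazinoid lists, and none of the heat shock, LEA or detoxification lists did.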

Similar observations have been reported in a study with maize landraces differing in drought stress tolerance when compared at the transcriptional level [48]. The more tolerant genotypes have a greater capacity to rapidly modulate more genes under drought stress than the more susceptible landraces. In particular, modulation of a greater number of differentially expressed genes and of different TF gene families has been considered an important characteristic of the more tolerant genotypes.

By the evidences provided by our study, in which DKC6575 and Tietar were grown in the field under water stress regimes, DKC6575 demonstrated to be less responsive than Tietar in terms of gene regulation. 

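Over the gene lists, 18 of 25 had the larger absolute median under drought in Tietar. After cyclic loess it was 21, among brighter probe sets 16 of 24, and against the mean of both T2 controls 18. The heat shock, LEA and AP2/ERF lists had the larger medians in Tietar under each of these settings. Of all 10383 brighter probe sets, listed or not, 6640 had the larger absolute difference in Tietar, so the counts of lists are not particular to them. Members were also named in part by titles of S1 Table, selected on these arrays. The median of photosynthetic light reaction genes was -0.54 in Tietar and -0.24 in DKC6575, and that of C4 and Calvin cycle genes -0.51 and -0.12, the last inside the central 95% of random lists. After cyclic loess they were -0.24 and -0.12, and -0.29 and -0.03, and against the mean of both T2 controls -0.46 and -0.33, and -0.35 and -0.22. In count, Tietar had 3.39 times as many brighter probe sets at 2-fold as DKC6575, 3.35 times after cyclic loess and 2.62 times against the mean of both T2 controls. With 1 T2 control array for both varieties it was 2.40 times (that of DKC6575) and 1.72 times (that of Tietar). It was 1.22 times as many against the other variety's T2 control and 1.21 times against the own T1 array. Over all probe sets it had 1.38 times as many, and 0.86 times as many with the other variety's T2 control as the control. The paper states that more genes for heat shock, LEA and defence proteins and transcription factors were up-regulated in Tietar, and that similar observations were reported for maize landraces that differ in drought tolerance. From the evidence of its study under field conditions, it concludes that DKC6575 was less responsive than Tietar in terms of gene regulation.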

Whether this functional genomic difference was correlated to some phenotypic difference in drought stress tolerance is discussed below.

### Growth chamber experiment

In the growth chamber experiments, the physiological effect of drought stress on potted plants of both varieties was more severe than that observed under field conditions. Interestingly, after 5 days from the last irrigation (SII), Tietar plants showed a higher gas exchange reduction than DKC6575. This early stomatal closure is considered as an indication of a better degree of drought stress tolerance, since it decreases hydraulic gradients allowing plants to save soil water for a longer time [38]. The reduction of gas exchanges was also accompanied by a significant reduction of maximum quantum yield of primary photochemistry ΦPSII, of ETR and of photochemical quenching qP, while the qNP was increased, confirming that also non-stomatal limitations to photosynthesis were occurring [37], [53]. In particular, the decrease of ΦPSII may reflect a relative increase in alternative processes for electron consumption under conditions of limited CO_2_ assimilation, as found in other C4 and C3 species [35], [54]. The decrease of ΦPSII at SIII in DKC6575 plants, as well as the alterations of qP and qNP persisting until 2 days after re-irrigation for this variety, seem to support a lower tolerance to severe drought conditions in the GM variety. Considering the expression of a typical drought stress induced gene such as *Zmdhn1*, the level of its transcription was related with the stress perception. In Tietar the induction of *Zmdhn1* occurred in the early phase of stress, differently from DKC6575. This observation reinforced the role of dehydrins as markers of the stress. Biomass production was comparable between DKC6575 and Tietar supporting previous evidences in which comparing commercial GM maize varieties and their near-isogenic non-GM lines no yield advantage of GM plants was observed in the absence of the pest infestation [42].

## Conclusion

In conclusion, this study has highlighted that: i) although the main photosynthetic parameters were affected by drought to a similar extent in both the GM and non-GM varieties, under controlled environmental conditions DKC6575 was demonstrated to have a greater sensitivity to stress in the early phase with respect to Tietar; ii) a whole genome transcriptomic analysis demonstrated that the water deficit regimes determined the up- and down-regulation of many genes, but with an up-regulation of stress-responsive genes to a greater extent in Tietar, suggesting more efficient drought responses in this genotype than in DKC6575; iii) the expression of the transgene *CryIAb* was not influenced by the water regime, being expressed at a constant level, suggesting that any eventual greater sensitivity to drought stress in the GM variety did not concern the level of transgene expression, which was stable through conditions. These results cannot be ascribed to a substantial genetic background difference between DKC6575 and Tietar (which are commonly indicated as near isogenic in other papers) because the global gene expression pattern in control condition (T1) was very similar (S1 and S2 Figs.) between the two.

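A small set of genes differed between the varieties in every condition, T1 included. Over the 3 pairs, pyruvate, orthophosphate dikinase 1 was higher in Tietar by 1.72 on the log2 scale (standard error 0.14, adjusted p = 0.007, limma with the trend). CCD1 was higher by 1.91 (adjusted p = 0.058). A probe set with no gene title was lower in Tietar (adjusted p = 0.003), with dim signals from 22.7 to 32.6 in Tietar, so that no fold is given, and from 166 to 290 in DKC6575. Another had -1.54 (adjusted p = 0.003). These were chosen after their values were seen. In all, 7 probe sets were higher and 2 lower in Tietar over the 3 conditions. Without the Tietar T1 array none passed, and without that of DKC6575 it was 2 and 1. The counts were 47 and 7 without the T2 control of DKC6575, 42 and 5 without that of Tietar, 21 and 15 without the DKC6575 drought array, and 22 and 16 without that of Tietar. In the main form, without the trend, no probe set passed (704 higher and 330 lower at an unadjusted p under 0.05). At 2-fold the same way in all 3 pairs, 7 brighter probe sets were higher in Tietar and 4 in DKC6575, where independent pairs matched on mean signal would give 0.02 and 0.00. Over all probe sets it was 118 and 64, where such pairs would give 104 and 45.4.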

This study calls for a better assessment of the ecological behaviour of GM plants under different levels of environmental stress, in comparison to their near-isogenic non-GM varieties. However, the mechanism underlying the less efficient drought response in DKC6575 remains unknown, and it is not possible to attribute the observed differences to the transgene insertion. Previous studies have shown that several pairs of maize varieties obtained from classical breeding displayed different levels of metabolomic divergence, that were consistently higher than those found between GM/non-GM variety pairs [30] [55]-[57]. The transgenic event may have unintended effects on plant gene networking, potentially affecting plant-environment interaction in the field, but before any generalization can be drawn, further studies are needed to test more varieties and more stress factors other than those considered in this study.

## Supporting Information

S1 Fig Hierarchical clustering of global gene expression. Global gene expression was obtained through microarray analysis of the Tietar and DKC6575 samples taken from plants grown in the Field experiment at the developmental stage T2 in the drought stress condition and at T1 and T2 in the control condition.
(DOCX)

S2 Fig Principal Component Analysis from the gene expression data set generated from the Tietar and DKC6575 samples. Each circle represents a sample at different stage. T1, control condition for Tietar and DKC6575 (CONT1T, CONT1D) are represented as red circles; T2, control condition for Tietar and DKC6575 (CONT2T, CONT2D) are represented as blue circles, T2, drought stress condition for Tietar and DKC6575 (STRESST, STRESSD) are represented as yellow circles.
(DOCX)

S1 Table List of genes showing differential expression in Tietar and DKC6575.

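S1 Table gives log2 fold changes for probe sets with their gene titles. The copy at hand holds 1997 of the 3225 entries of its first sheet and 1999 of 3220 of its second. The first is ordered from the lowest fold change under drought in Tietar and the second by probe set name, so that large rises are held only in part. For hsp101 its fold change under drought in Tietar is 1.78, the paper's value, and the deposited signals give 1.58. Its dehydrin COR410 has the paper's value 1.67, against 1.73 here. Across the brighter probe sets held, Pearson's r between its values and those computed from the deposited signals was 0.95 and 0.92 for drought in Tietar and DKC6575 and 0.95 for development in each. Across all 2801 probe sets it was 0.80, 0.64, 0.80 and 0.82. Of the 390 probe sets held that its values place at 2-fold or more under drought in Tietar, 335 reached 2-fold from the deposited signals, and all 390 had the same sign. For drought in DKC6575 it was 82 of 91, for development 374 of 424 in Tietar and 264 of 295 in DKC6575.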

# Supplementary material for: Comparison of Drought Stress Response and Gene Expression between a GM Maize Variety and a Near-Isogenic Non-GM Variety
**Source:** PLoS One. 2015 Feb 18;10(2):e0117073. doi: 10.1371/journal.pone.0117073
**Supplement:** S1 Fig — Global gene expression was obtained through microarray analysis of the Tietar and DKC6575 samples taken from plants grown in the Field experiment at the developmental stage T2 in the drought stress condition and at T1 and T2 in the control condition.

**Figure S1. Hierarchical clustering of global gene expression.** Global gene expression was obtained through microarray analysis of the Tietar and DKC6575 samples taken from plants grown in the Field experiment at the developmental stage T2 in the drought stress condition and at T1 and T2 in the control condition.

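Among brighter probe sets, average-linkage clustering on Euclidean distance joined DKC6575 with Tietar at T1 first (distance 28.0), then the T2 drought arrays (28.4), the T2 controls (32.5), and all T2 arrays (40.1) before T1. Without the brightness filter the drought arrays joined first (112), DKC6575 in the T2 control joined them (120.1), the T1 arrays paired (124), and Tietar in the T2 control joined the T2 arrays last (133). In correlation, 5 of the 6 arrays were nearest to the other variety in the same condition, and the T2 control of DKC6575 was nearest to the drought array of its own variety (r = 0.964).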

**
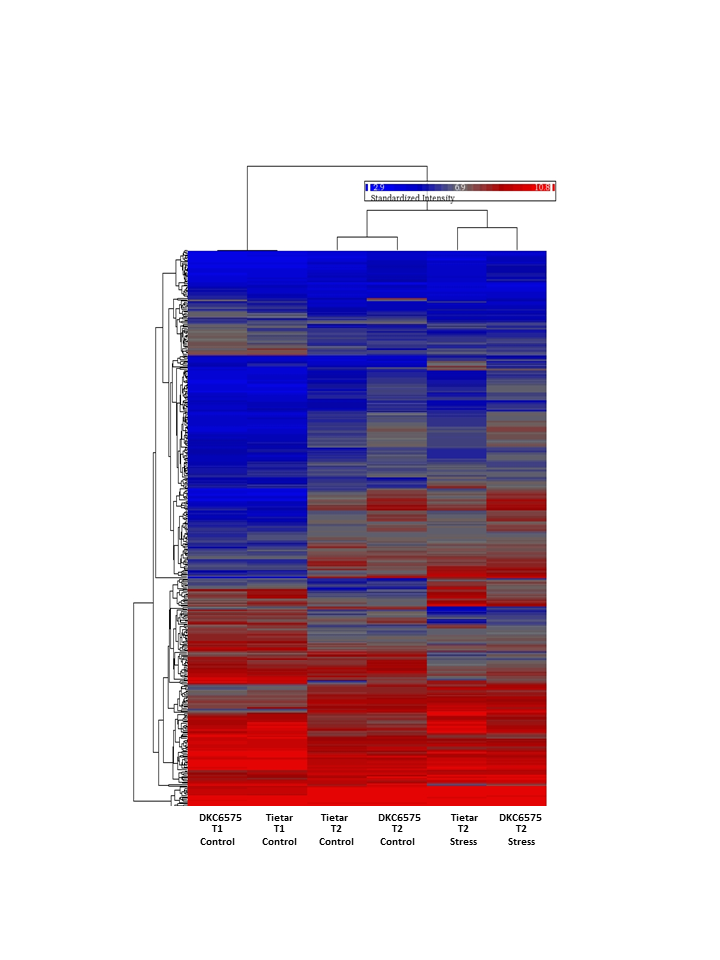
**

# Supplementary material for: Comparison of Drought Stress Response and Gene Expression between a GM Maize Variety and a Near-Isogenic Non-GM Variety
**Source:** PLoS One. 2015 Feb 18;10(2):e0117073. doi: 10.1371/journal.pone.0117073
**Supplement:** S2 Fig — Each circle represents a sample at different stage. T1, control condition for Tietar and DKC6575 (CONT1T, CONT1D) are represented as red circles; T2, control condition for Tietar and DKC6575 (CONT2T, CONT2D) are represented as blue circles, T2, drought stress condition for Tietar and DKC6575 (STRESST, STRESSD) are represented as yellow circles.

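In a principal component analysis of the log2 values of all probe sets, the components held 31.1%, 21.7% and 17.9% of the variance. Component 1 set T1 (scores of -71.22 for DKC6575 and -63.30 for Tietar) apart from T2 (19.07 to 46.65). On component 2 the T2 control of Tietar had a score of -86.91, against -2.41 to 34.88 for the others. Among brighter probe sets the components held 56.7%, 22.4% and 10.1%, and the scores on component 2 were -23.88 and -11.72 for the T2 controls of Tietar and DKC6575, and 21.70 and 5.64 for their drought arrays.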

**Figure S2.** **Principal Component Analysis from the gene expression data set generated from the Tietar and DKC6575 samples.** Each circle represents a sample at different stage. T1, control condition for Tietar and DKC6575 (CONT1T, CONT1D) are represented as red circles; T2, control condition for Tietar and DKC6575 (CONT2T, CONT2D) are represented as blue circles, T2, drought stress condition for Tietar and DKC6575 (STRESST, STRESSD) are represented as yellow circles.

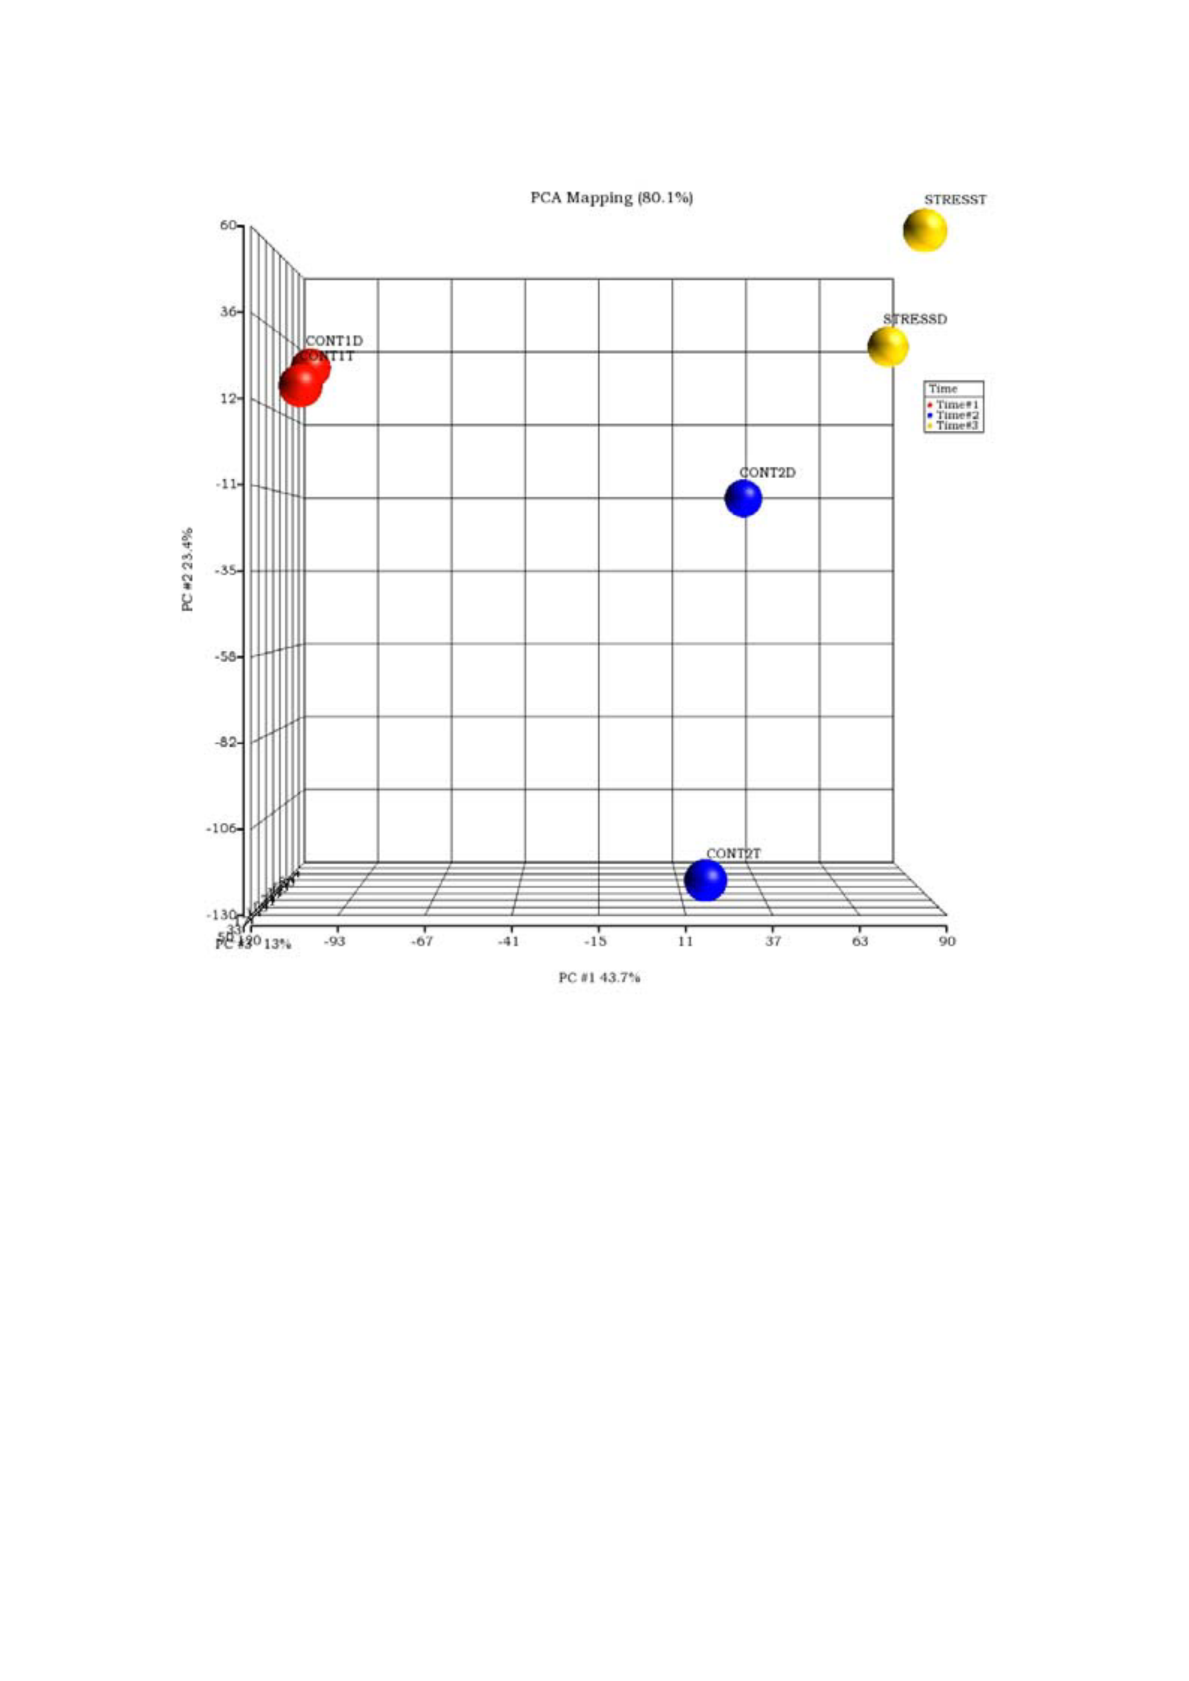

D

How the deposited data were processed for this re-analysis (not part of the article)

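Leaf RNA of the varieties DKC6575 (MON810) and Tietar from the Field experiment was measured on 6 Affymetrix maize arrays, 1 per variety and condition: T1 control, T2 control and T2 drought. The methods state that data were extracted with RMA and analysed with Partek. The values deposited by the authors are intensities on a linear scale, each array scaled as a whole to a 2% trimmed mean of 500, as the Affymetrix MAS 5 signal is with a target of 500, and not quantile-normalized. The fold changes of S1 Table cannot be recomputed exactly from them, and RMA could not be repeated without the probe-level files. Signals were converted to log2. Of 17734 probe sets, 113 controls were left out, and no array was left out.

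The platform annotation gave 1 gene symbol for 1452 probe sets and S1 Table a single gene title for 2000. Together with classical symbols from the B73 reference gene table, 3026 probe sets had a title or classical symbol. Of 142 named probe sets, 69 have a place on that assembly.

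For each variety, drought (T2 drought minus T2 control) and development (T2 control minus T1 control) were taken as log2 differences of 2 arrays and counted at 2-fold, as were differences between the varieties within each condition. With 1 array per condition no p was computed for these. The drought, development and variety effects common to the arrays were tested with limma 3.58.1 in R 4.3.3 (variety plus condition, empirical Bayes moderation, Benjamini-Hochberg adjusted p under 0.05). The main fit has no intensity trend and covers 17621 probe sets. The variety effect compares 3 arrays with 3, and the same test was run on all 10 splits of the 6 arrays into 3 and 3. Other values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots with matplotlib 3.10.9.

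The 25 gene lists cover heat shock proteins, LEA proteins, 7 groups of transcription factors, defence, detoxification, abscisic acid, osmoprotectants, aquaporins, photosynthesis in 2 lists, cytosolic ribosomal proteins, cell wall loosening and cellulose synthesis, histones and DNA replication, benzoxazinoids, nitrogen assimilation, chaperones of the endoplasmic reticulum, senescence, pollen, and the circadian clock and flowering. Members are probe sets, found by patterns in titles and symbols, so a gene can count more than once. After the values were seen, 3 symbol matches that are other genes were left out by name: elfa in the circadian list, atGRF2 in the senescence list and a cyclotide in the histone list. The lists' medians were compared with 10000 random lists of the same size, matched on mean signal in 20 bins (seed 7).

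The genes named are, for each of the 4 comparisons, the 10 largest rises and 10 largest falls among brighter probe sets with a single named gene, up to 4 members of each list with the largest changes in Tietar, and each gene the paper names. Fold changes of some of these had been seen in S1 Table when the rule was written.

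The processing choices planned in advance were fold thresholds of 1.5 and 3, a filter at a mean log2 of 6 (a signal of 64), control probe sets kept, cyclic loess, median centring, 1 probe set per gene, other control arrays as the baseline, an intensity trend, no block, each array left out, unmatched random lists and Spearman's correlation. Added after the values were seen were a floor that sets signals below 64 to 64, a filter at a mean log2 of 8, the filter together with other baselines or loess, the trend together with other choices, 2 other baselines for the shared counts, the number that independent lists matched on mean signal in 20 bins would share, and lists restricted to members named by the platform annotation.

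The procedures were tested on simulated data. In 17621 simulated probe sets the counting recovered 150 of 150 planted rises and 80 of 80 falls, and 6 of 6 shifted lists lay above the central 95% of random lists, while 0 of 15 unshifted lists lay outside. With the filter, limma without a trend called 77 of 100 genes changed 2-fold and 100 of 100 changed 4-fold, and 6 unchanged ones. For the arrays, 18 spiked control probe sets had medians from 10.20 to 10.79 on the log2 scale, and the actin probe sets a 3-prime to 5-prime log2 ratio from 4.25 to 4.67. The drought arrays of DKC6575 and Tietar were the lowest in both, with medians of 10.20 and 10.23 and ratios of 4.28 and 4.25. In the T2 controls the ratios were 4.57 and 4.67. Whether this bears on the drought differences was not tested.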

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

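The tests of explanations in this part, and the count of genes with opposite responses, were chosen after the results were seen, and the rules that leave 4 of the explanations open were made stricter after that.

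The T2 control array of Tietar stood far from the other 5 on the second principal component of all probe sets, with a score of -86.91 (nearest other -2.41, gap over range 0.694, above Dixon's 95% critical value for 6 arrays). Of 13 such measures this was the only one past its critical value. The median log2 signal of dim probe sets was also highest on that array (4.093, nearest other 3.829). Its gap over range, 0.621, lay just under the critical value. Chance passes about 1 in 20 for independent values. That rate need not hold for component scores, which are computed to spread the arrays. In the main setting every drought and development count in Tietar uses this array. The pattern weighed here is the larger number of probe sets at 2-fold under drought in Tietar. Raised signals of dim probe sets on that array are argued against as the whole explanation, since the ratio of Tietar to DKC6575 was 3.39 among brighter probe sets. Over all probe sets the excess in Tietar lay in the lower counts (1954 against 1046, with 1445 and 1417 higher), and there a part of such signals stays open. Whether that array alone gives the pattern stays open. With the T2 control of DKC6575 for both varieties, which leaves out that array, the ratio was 2.40, with that of Tietar for both 1.72, and against the mean of both 2.62. But the ratio was 1.22 against the other variety's T2 control and 1.21 against the own T1 array, which mixes stage and drought. In each variety, the drought and development differences share the T2 control array. In Tietar, 38.2% of the brighter probe sets higher under drought were at least 2-fold lower from T1 to T2. Of those lower under drought, 36.4% were at least 2-fold higher. In DKC6575 these shares were 20.0% and 5.1%. A larger change in Tietar of genes that change in both varieties stays open too. Of those called under drought 74.7% had the larger difference in Tietar (51.1% for development), but so had 6640 of all 10383 brighter probe sets, called or not. Variety, plot and array cannot be told apart here, as each variety has 1 drought array.

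Under drought 1 brighter probe set with no gene title differed at least 2-fold in opposite directions in the varieties, and the difference was not tested.

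Pollen-enriched genes, which the paper does not discuss, rose in the leaf samples from T1 to T2, the stage of silking: 17 of 20 passed the limma test with the trend. Raised signals of dim probe sets would leave the list's median inside the random lists of like brightness. In Tietar the median, 2.39, lay above every such list (3.77 in DKC6575). Members were named in part by titles of S1 Table, selected on these arrays, so this position is partly set by that selection. It thus argues against that explanation only in part. Among the 11 brighter members the medians were 1.15 and 2.55, also above every random list, though 2 of the 11 were at least 2-fold lower in Tietar. RNA from pollen or anthers on the sampled leaves stays open as a source, since the 17 rises are the observation itself and no separate test of it was run. The SD over 18 members of the difference between the varieties in the T2 control was 0.42 (0.71 under drought), and the noise SD 0.47. With single arrays this decides nothing on a source of 1 composition in both varieties. Expression of these genes in leaves at silking stays open, and 5 of the 20 had a signal of at least 64 on both T1 arrays.

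Cytosolic ribosomal proteins, which the paper does not discuss, rose from T1 to T2: 110 of 142 probe sets passed the same test.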

How the results depend on the processing

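Of the alternatives reported here, the signal floor at 64, the filter at a mean log2 of 8, the brightness filter with other baselines, the other variety's T2 control and the own T1 array as baselines of shared counts, and the trend with other choices were chosen after the results were seen. The filter at a mean log2 of 6 keeps 58.9% of probe sets. Filters, thresholds and 1 probe set per gene change counts by construction, and for every other value below the cause was not tested. The setting per gene covers 3377 probe sets with a gene identifier, in part from S1 Table, which was selected on these arrays. Counts within 1.5 times of the main count were left out here: cyclic loess, control probe sets kept and median centring gave no other, though the order of some counts turned, as given in the next 4 paragraphs, and centring moved the median difference of all probe sets to -0.137 for drought in Tietar and -0.128 for development in DKC6575.

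Drought counts (Tietar higher, lower, then DKC6575 higher, lower; main 1445, 1954, 1417, 1046) were 2526, 3182, 2353 and 1889 at 1.5-fold, 794, 1089, 889 and 603 at 3-fold, 272, 165, 70 and 59 with the filter, 337, 450, 240 and 154 per gene, and 262, 159, 65 and 53 with the floor. Against the other variety's T2 control the lower counts were 1150 and 1924 and the higher ones 1595 and 1248, so that their order turned in both varieties. Within the filter, the drought counts for a mean log2 of 8 were 117, 68, 27 and 26. Within it, against the other variety's T2 control, 109 were lower in Tietar and 128 higher and 126 lower in DKC6575, and against the own T1 array 433 were higher in Tietar and 363 higher and 151 lower in DKC6575. In Tietar the higher counts passed the lower ones with loess (1684 and 1518), against the mean of both T2 controls (1332 and 1316) and against the own T1 array (1732 and 1659), and in DKC6575 the lower passed the higher against the mean of both T2 controls (1274 and 1145). Median centring gave fewer higher in Tietar (1252) than in DKC6575 (1365).

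Development counts in the same order (main 2007, 1476, 1493, 1622) were 3577, 2556, 2928 and 2758 at 1.5-fold, 1136, 872, 868 and 957 at 3-fold, 284, 211, 223 and 110 with the filter, 601, 301, 404 and 317 per gene, 255, 196, 218 and 109 with the floor, and 88, 99, 85 and 56 at a mean log2 of 8. With loess more were higher than lower in DKC6575 (1563 and 1480).

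Probe sets that differed between the varieties at T1, in the T2 control and under drought (main 2696, 3061, 2315) were 4373, 4902 and 4007 at 1.5-fold, 1650, 1805 and 1312 at 3-fold, 91, 149 and 114 with the filter, 382, 562 and 354 per gene, 69, 154 and 129 with the floor, and 26, 42 and 40 at a mean log2 of 8. In the main setting 1500, 2055 and 1163 of them were higher in Tietar and 1196, 1006 and 1152 lower, and with loess 1347, 1441 and 1120 higher and 1352, 1443 and 1200 lower. With median centring 1076 were higher and 1231 lower under drought.

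Shared drought counts (higher in Tietar alone, DKC6575 alone and both, main 1087, 1059, 358) were 1786, 1613 and 740 at 1.5-fold, 651 and 143 in Tietar alone and in both at 3-fold (746 in DKC6575 alone), 224, 22 and 48 with the filter, 244, 147 and 93 per gene, 216, 19 and 46 with the floor, 551 in DKC6575 alone and 594 in both against the mean of both T2 controls, and 695 in both against the own T1 array. More were higher in DKC6575 alone than in Tietar alone at 3-fold, with median centring (1051 and 938) and against the own T1 array (1153 and 1037). Those lower (main 1586, 678, 368) were 1041 in DKC6575 alone and 848 in both at 1.5-fold, 939 in Tietar alone and 150 in both at 3-fold, 138, 32 and 27 with the filter, 376, 80 and 74 per gene, 135, 29 and 24 with the floor, 806 in Tietar alone against the mean of both T2 controls, and 752 in Tietar alone and 1526 in DKC6575 alone against the other variety's T2 control, which turns their order. The ratio of drought counts, 1.38, was 3.39 with the filter, 3.57 with the floor and 0.86 against the other variety's T2 control.

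Limma called none in its main form. With the trend it called 97 higher and 85 lower for drought, 1098 and 593 for development, and 7 and 2 for the varieties. With the filter and no trend it called 834 and 375 for development, 1 lower for the varieties and 0 for drought (1042 and 728 at an unadjusted p under 0.05). On simulated data with 1 noise SD per brightness bin, this form called 77 of 100 genes changed 2-fold and 100 of 100 changed 4-fold. With no block and no trend it called 1 higher for the varieties. With the trend and no block, 57 and 43 passed for drought and 1 was higher in Tietar. Leaving out 1 array from the fit with the trend gave 46 to 430 higher and 46 to 365 lower for drought, 146 to 1358 and 48 to 832 for development, and 0 to 47 and 0 to 16 for the varieties. For drought the counts were 430 and 365 without the T2 control of DKC6575, 334 and 212 without its drought array, 71 and 49 without its T1 array, 46 and 58 without the T2 control of Tietar, 52 and 72 without its drought array, and 57 and 46 without its T1 array. A lone array was assumed to vary like the other groups. The development counts were 146 and 48 without the T1 array of DKC6575 and 240 and 62 without that of Tietar. For the varieties they were 2 and 1 without the T1 array of DKC6575, 47 and 7 without its T2 control, 21 and 15 without its drought array, 0 and 0 without the T1 array of Tietar, 42 and 5 without its T2 control, and 22 and 16 without its drought array.

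The correlation between the varieties at T1, in the T2 control and under drought (0.959, 0.955, 0.967) was 0.989, 0.984 and 0.987 with the filter, 0.979, 0.978 and 0.985 by Spearman, and 0.995, 0.992 and 0.994 with the floor.

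The medians of gene lists stayed within the spread of random lists at 269 of 346 alternative values. Of the medians outside the central 95%, the sign turned for heat shock factors in DKC6575 under drought (-0.23) and defence proteins in Tietar under drought (0.19) with the filter, and against the mean of both T2 controls for benzoxazinoid genes in DKC6575 (0.03) and pollen-enriched genes in Tietar (-0.15) under drought. Counting medians inside it too, the sign turned for 14 of 96 with the filter, 4 of 100 with loess and 6 of 50 against the mean of both T2 controls. With the filter these include abscisic acid genes in Tietar under drought (0.20) and, for development, heat shock proteins (-0.18) and cell wall genes (-0.35) in Tietar and clock and flowering genes (-0.21 and -0.15). Of the lists' positions inside or outside the central 95%, 94 of 100 were kept with loess, 78 of 96 with the filter, 38 of 50 against the mean of both T2 controls and 89 of 100 against unmatched random lists. Named genes moved by more than the noise SD at 97 alternative values and not at 755. No difference of at least 2-fold turned sign, but smaller ones did, such as that of carbonic anhydrase in DKC6575 under drought, with -0.70 against the mean of both T2 controls. The WRKY list has no member with a mean log2 of at least 6 and no value there. Dim signals limit what can be read: 36.0% of probe sets under that mean differed at least 2-fold between the varieties at T1.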

Differences from the paper's values

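The floor that sets signals below 64 to 64 was chosen after the results were seen, and the settings called planned here were set before the data were examined. The paper counts genes at a fold change of 2, from values extracted with RMA as its methods state, and the counts here are of probe sets at 2-fold from the deposited signals.

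For Tietar, the paper's counts for lower expression are 190 by drought alone, 157 by development alone, 40 by both and 387 in all, against 1839, 1361, 115 and 3315 here. With the planned filter at a mean log2 of 6 the counts are 160, 206 and 371 for the first, second and last, which lie within 1.5 times of the paper's, and 5 for both, which does not. For both, the planned threshold of 3-fold gives 29. The paper's counts for higher expression are 153 by drought alone, 222 by development alone and 442 in all, against 1375, 1937 and 3382. With the filter they are 273 and 545 for the last pair, and 261 by drought alone, which stays apart from the paper's count under each planned setting. The paper's count of 67 higher by both lies near the 70 here, and the filter gives 11.

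For DKC6575, the paper's counts for lower expression are 44 by drought, 123 by development, 5 by both and 162 in all, against 1046, 1622, 105 and 2563. With the filter they are 59, 110 and 166 for drought, development and the total, within 1.5 times of the paper's, and 3 for both, and no planned setting comes closer for both. The paper's counts for higher expression are 59, 210, 10 and 259, against 1417, 1493, 97 and 2813, and with the filter 70, 223, 12 and 281. At 3-fold the count for both is 10.

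For drought across the varieties, the paper's counts of higher expression are 229 in all, 170 in Tietar alone, 9 in DKC6575 alone and 50 in both, against 2504, 1087, 1059 and 358. With the filter they are 294, 224, 22 and 48, of which the third stays apart from the paper's, as it does under each planned setting. With 1 probe set per gene the count in Tietar alone is 244, also within 1.5 times. That setting keeps 3377 probe sets, whose gene identifiers come in part from S1 Table, selected on these arrays. Its nearness to the paper's count may thus be partly built in. The paper's counts of lower expression are 250, 206, 20 and 24, against 2632, 1586, 678 and 368, and with the filter 197, 138, 32 and 27, of which the third stays apart under each planned setting.

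The other planned settings (1.5-fold, control probe sets kept, cyclic loess, median centring and the mean of both T2 controls as baseline) bring none of these differing counts within 1.5 times. The floor, chosen after seeing the values, gives 29 for lower expression in DKC6575 alone, within 1.5 times of the paper's 20, and lies within 1.5 times for 18 of the 24 counts, as the filter does. Of the probe sets at 2-fold in the part of S1 Table at hand, 152 of 390 for drought in Tietar, 26 of 91 for drought in DKC6575, and 184 of 424 and 120 of 295 for development did not reach 2-fold with the floor. With the filter 156, 25, 178 and 142 were not counted, of which 121, 17, 141 and 115 lie under the filter.

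Some log2 fold changes of single genes under drought differ from those of S1 Table by more than the SD of T1 differences. In Tietar, the paper's value for NAC1 is 1.12 and the value here 1.84 (1.74 with cyclic loess), for ethylene-responsive transcription factor 4 the paper's is 2.79 against 3.10 (3.03), for hsp18f the paper's is 2.55 against 2.79 (2.70, within the SD), for hsp18c the paper's is 2.54 against 1.98 (1.86), for ethylene-responsive element binding protein 2 the paper's is 1.72 against 1.49 (1.41), and for an ethylene response factor the paper's is -0.59 against -0.11 (-0.01). In DKC6575 the paper's value is 1.47 for hsp18c against 0.86 (0.83), -0.13 for a probe set of the 16.9 kDa protein against 0.25 (0.21), and 0.68 for another against 1.06 (1.03, within the SD). Loess brings 2 of these 9 values within the SD and moves 2 others past it in Tietar, NAC68 (the paper's value 0.37, 0.19 here and 0.10 with loess) and hsp101 (the paper's 1.78, 1.58 here and 1.49 with loess).

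The paper states that detoxification enzymes were induced more in Tietar. It speaks of differentially expressed genes, taken at 2-fold, while the list here also holds members that did not change. Over the list, 33 of 82 members had the higher difference in Tietar, and the medians were -0.12 in Tietar and 0.21 in DKC6575, with -0.04 and 0.19 after cyclic loess. Of the 53 brighter members 3 were at least 2-fold higher and 4 lower in Tietar, and 1 and 2 in DKC6575, with medians of -0.05 and 0.14. In the number of brighter members at least 2-fold higher, Tietar had more (3 against 1), the direction the paper states. Over all 82 members, dim ones included, more were at least 2-fold higher in DKC6575 than in Tietar. Metallothionein2 had 1.33 and 0.11.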

Other observations

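Of the tests in this part, the counts over other splits of the arrays were chosen after the results were seen.

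Under drought, of 22 light reaction genes 1 fell and none rose (14 fell and 1 rose when adjusted over the list alone, limma with the trend), and after cyclic loess the medians were -0.24 in Tietar and -0.12 in DKC6575. Of 24 C4 and Calvin cycle genes none passed (1 rose and 1 fell over the list alone), with loess medians of -0.29 and -0.03, and the deposited median in DKC6575, -0.12, lay inside the central 95% of random lists (-0.22 and outside it against the mean of both T2 controls). Of 40 aquaporins 2 fell and none rose (2 rose and 4 fell over the list alone), among them ZmPIP1-6 with -1.36 in Tietar. Of 16 nitrogen assimilation genes 1 rose and 1 fell, with medians of -0.02 and 0.05 (brighter members -0.02 and -0.05). Of 28 chaperones of the endoplasmic reticulum none passed (4 rose over the list alone), with medians of 0.09 in each variety and, among brighter members, 0.29 and 0.14. Calreticulin2, a calcium-binding chaperone, had 0.87 and 0.35 (adjusted p = 0.091). Of 18 clock and flowering genes none passed (1 rose over the list alone), with medians of 0.45 and 0.16 (brighter members 0.94 and 0.24). Of 35 histone and replication genes none passed (1 and 1 over the list alone), with medians of -0.15 and -0.06 (brighter members -0.01 and -0.06). Of 22 senescence and proteolysis genes 2 fell and none rose (1 rose and 3 fell over the list alone), with medians of -0.17 and 0.10 (brighter members -0.10 and 0.10). Of 54 cell wall genes none passed, also over the list alone, with medians of -0.17 and -0.02 (brighter members 0.06 and -0.11). Of 20 pollen-enriched genes none passed, also over the list alone, with medians of 0.40 and 0.12, or -0.15 and 0.57 against the mean of both T2 controls, the last above every random list. Against that mean the medians were -0.07 and 0.14 for nitrogen assimilation, 0.18 and 0.06 for chaperones of the endoplasmic reticulum, 0.73 and 0.22 for clock and flowering, 0.02 and -0.15 for histones and replication, -0.17 and 0.02 for senescence and proteolysis, and -0.21 and 0.07 for cell wall genes. The reference gene abp3 of the paper's qRT-PCR had -0.42, -0.59 and -0.51 in Tietar and -0.11, -0.20 and -0.15 in DKC6575 at its 3 probe sets (adjusted p from 0.268 to 0.389).

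From T1 to T2, 8 of 22 senescence and proteolysis genes rose and 1 fell (10 and 2 when adjusted over the list alone), with medians of 0.54 in Tietar and 0.21 in DKC6575. Of 82 detoxification enzymes 14 rose and 4 fell (21 and 8 over the list alone), with medians of 0.35 and 0.05 (brighter members 0.32 and 0.17). Of 54 cell wall genes 10 rose and 4 fell (11 and 8 over the list alone), with medians of 0.03 in Tietar, or -0.13 after cyclic loess, and -0.27 in DKC6575. Among the 19 brighter members they were -0.35, with 2 at least 2-fold higher and 4 lower, and -0.82, with 2 and 7. Xyloglucan endotransglycosylase homolog1, which remodels cell walls, had -1.78 and -2.40 (adjusted p = 6.1e-04), and extensin, a structural wall protein, -2.33 and -1.69 (adjusted p = 0.002). Of 16 nitrogen assimilation genes 1 rose and 5 fell (2 and 5 over the list alone), with medians of -0.40 and -0.32 (brighter members -0.24 and -0.22). Of 12 AP2/ERF members 4 fell and none rose, with medians of -0.69 and -0.54. Among the 6 brighter members they were -0.69 and -0.05, the last inside the central 95% of random lists. Of 35 histone and replication genes 2 rose and none fell, with medians of 0.26 and 0.15 (brighter members 0.08 and 0.15). Of 28 chaperones of the endoplasmic reticulum 4 rose and 1 fell, with medians of 0.28 and 0.42, and of 18 clock and flowering genes 3 rose and 2 fell (4 and 2 over the list alone), with medians of 0.20 and 0.08, or -0.21 and -0.15 among the 5 brighter members.

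For the difference between the varieties over 3 conditions, limma with the trend called 9 probe sets, and the highest count of any other split of the 6 arrays was 0, so 1 of 10 splits reached the real count. Without the trend the real count was 0 and so was each other (10 of 10 splits), with 1034 at an unadjusted p under 0.05 for the real split and up to 1533 for others. In each case 10 splits are too few for a share under 0.05. In most other splits both arrays of some conditions fall in the same group, so the test rests on fewer pairs than the real split. Those splits had less power, so a count of 0 there says little about the real one.

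Of 66 probe sets for reporter genes not present in maize, 54.5% differed at least 2-fold between the varieties at T1, 62.1% in the T2 control and 50.0% under drought. It was 54.5% and 43.9% for drought in Tietar and DKC6575, and 63.6% and 57.6% for development. In the T2 control 30 were higher and 11 lower in Tietar, with a median log2 difference of 0.82, against -0.07 at T1. Their median log2 signals were from 1.32 to 2.04 per array.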
